# The Arp2/3 complex controls the development of homeostatic microglia

**DOI:** 10.1038/s44319-026-00721-8

**Published:** 2026-02-27

**Authors:** Shima Safaiyan, Maximilian Frosch, Tom Bickel, Gianni Monaco, Roie Dvir, Christian Madry, Lance Fredrick Pahutan Bosch, Katrin Kierdorf, Metello Innocenti, Josef Priller, Marco Prinz, Tim Lämmermann

**Keywords:** Microglia, Arp2/3 Complex, Actin, Myelin Degeneration, TGFβ Signaling, Cell Adhesion, Polarity & Cytoskeleton, Immunology, Neuroscience

## Abstract

Microglial dynamics and homeostasis are crucial for maintaining central nervous system (CNS) function. To fulfill their homeostatic functions, microglia develop into ramified cells with highly dynamic cell protrusions. However, the detailed mechanisms underlying this developmental transition are largely unknown. Here, we investigate the role of the Actin-related protein 2/3 (Arp2/3) complex, a critical actin nucleator that controls the formation of actin branches, for the biology of tissue-resident microglia. By conditionally targeting *Arpc4* in mice, we show that Arp2/3 depletion in tissue-resident microglia causes phenotypes beyond previously reported functions in other immune cell types. Our results identify an important role of Arp2/3 for controlling the developmental transition of microglia into cells with ramified morphology, homeostatic gene profile, and surveillance function in the CNS. Together, our results link actin remodeling to microglial maturation and activation, highlighting the Arp2/3 complex as a critical factor for maintaining the plasticity and preventing pathological activation of endogenous microglia.

## Synopsis

This study identifies a functional link between the actin cytoskeleton and microglial cell identity, showing that the Arp2/3 complex plays a criticial role in the development of homeostatic microglia and preventing their pathological activation.

- The Arp2/3 complex regulates the developmental transition of microglia into ramified cells with surveillance function in the CNS.
- Genetic Arpc4 depletion in microglia results in downregulation of microglia homeostatic gene signatures.
- Arpc4-deficiency drives reactive microglia that compromise myelin integrity and maintenance.
- Loss of Arp2/3 function correlates with impaired TGFβ signaling, a pathway essential for maintaining microglial homeostasis.

## Abstract (web summary)

This study identifies a functional link between the actin cytoskeleton and microglial cell identity, showing that the Arp2/3 complex plays a criticial role in the development of homeostatic microglia and preventing their pathological activation.

## Introduction

Microglia are a subset of immune cells residing in the central nervous system (CNS) parenchyma throughout life. Microglial cells are endowed with morphological plasticity, allowing adaptation to pathophysiological changes in their microenvironment. Hence, it is not surprising that the homeostatic and immune functions of microglia depend on their dynamic behavior (Prinz et al, 2019). In the healthy brain, microglial ramified morphology and the continuous movement of their protrusions are essential for baseline surveillance of the microenvironment (Nimmerjahn et al, 2005). Upon tissue injuries, microglial morphological remodeling from a ramified to an ameboid shape facilitates migration and phagocytosis (Vidal-Itriago et al, 2022). Microglia play a critical role in maintaining CNS homeostasis throughout development and aging (Butovsky and Weiner, 2018; Gomez-Nicola and Perry, 2015; Kettenmann et al, 2011; Safaiyan et al, 2016; Frosch et al, 2025). Dysfunctional microglia are characterized by proinflammatory responses and disrupted functions, such as impaired motility, migration, and phagocytic activity, and they are often associated with brain disorders, including neurodevelopmental and age-related neurodegenerative diseases (Safaiyan et al, 2021; Safaiyan et al, 2016; Wendimu and Hooks, 2022). Yet, the mechanisms controlling the dynamic behavior and functions of microglial cells in the brain are largely unknown. In this regard, actin dynamics drive morphological remodeling and motility in immune cells, including microglia (Franco-Bocanegra et al, 2019). The organization and dynamics of the actin cytoskeleton are controlled by a large array of actin-binding proteins (ABPs), which are involved in the regulation of actin filament assembly and disassembly, as well as actin filament arrangement (Lappalainen, 2016; Pollard, 2016). While many ABPs are commonly expressed in eukaryotic cells, it is also known that distinct ABP isoforms or expression levels fine-tune actin filament dynamics and organize actin networks in a cell-type-specific manner (Lappalainen, 2016). Transcriptomic analyses of mice, monkeys, and humans have identified 45 genes associated with the “actin-binding” pathway that are enriched in microglia (Drew et al, 2020). Many of these genes likely play important roles in maintaining microglial integrity and function in both healthy and diseased states (Galatro et al, 2017; Hammond et al, 2019; Keren-Shaul et al, 2017; Masuda et al, 2019; Van Hove et al, 2019; Ximerakis et al, 2019). However, the functional significance of only a few of these genes, e.g., *Cfl1* (encoding Cofilin-1) and *Cyfip1* (encoding Cytoplasmic FMR1 interacting protein 1 (CYFIP1), has been studied in detail (Crux et al, 2024; Drew et al, 2020). Of note, CYFIP1 is part of a macromolecular complex regulating the formation of actin-based protrusions through the activation of the Actin-related protein 2/3 (Arp2/3) complex (Polesskaya et al, 2022), a key regulator of actin filament branching (Campellone and Welch, 2010; Blanchoin et al, 2014; Vinzenz et al, 2012). The Arp2/3 complex comprises seven subunits (ARP2, ARP3, ARPC1A/B, ARPC2, ARPC3, ARPC4, and ARPC5 (Welch et al, 1997)), of which ARPC2 and ARPC4 ensure the complex’s stability and function (Gournier et al, 2001; Rouiller et al, 2008). Interestingly, comparisons between young and aged human microglia have shown that transcript levels of *Arpc1a* and *Arpc1b*, components of the seven-subunit Arp2/3 complex, are downregulated during aging (Galatro et al, 2017). Given that microglial dynamics are dampened with age (Antignano et al, 2023), the age-related downregulation of Arp2/3 subunits suggests that actin filament branching contributes to maintaining microglial functionality. Previous studies on T cells, neutrophils, dendritic cells, and macrophages linked Arp2/3’s role in immune cell types primarily to the regulation of cell migration and phagocytosis (Georgantzoglou et al, 2022; Graziano et al, 2019; Kempers et al, 2021; Leithner et al, 2016; Moreau et al, 2015; Obeidy et al, 2020; Rotty et al, 2017; Ruef et al, 2023; Tsopoulidis et al, 2019). However, the role of the Arp2/3 complex for tissue-resident microglia and their function in vivo have never been directly addressed. Here, we reveal an unprecedented role of the Arp2/3 complex in the developmental transition of endogenous microglia into a resting ramified state, morphological remodeling for basal motility and chemotaxis, showing that the Arp2/3 complex contributes to the development of microglia homeostasis in the CNS. A companion study by Paulson and co-workers shows that disrupting Arp2/3 function in mature microglia using chemical perturbation leads to alterations in their characteristic branched morphology and compromises their ability to respond to iC3b-mediated haptotactic cues in their native environment (Paulson et al, 2026). Together, these two studies underscore the Arp2/3 complex as a pivotal regulator of microglial development and function, emphasizing its crucial role in both the formation and maintenance of microglial activities in the adult CNS.

## Results

### Arp2/3 complex regulates microglial cell ramification and baseline surveillance

Since we are missing in vitro methods that recapitulate all hallmarks of adult homeostatic microglia development (Timmerman et al, 2018), we targeted the Arp2/3 complex directly in microglia in vivo. To deplete the Arp2/3 complex in microglia developing and residing in the CNS tissue, we targeted the Arp2/3 subunit, ARPC4, which is a critical component of the Arp2/3 complex. Hence, we generated a conditional knockout mouse model, *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^), in which the *Arpc4* gene is deleted in brain myeloid cell populations, including microglia, from their onset of development (Mroue-Ruiz et al, 2024; Zhao et al, 2019). Flow cytometric analyses showed efficient depletion of not only ARPC4 but also ARPC2 in microglia isolated from *Arpc4*^Δ*Cx3cr1*^ mice in comparison to microglia derived from Cre-negative *Arpc4*^*fl/fl*^ littermate controls, indicating that the integrity of the Arp2/3 complex is compromised (Fig. EV1A), as previously observed in other cell types (Kaltenbach et al, 2024; van der Kammen et al, 2017; Zhao et al, 2021). Furthermore, *Arpc4*-deficient microglia showed reduced global F-actin content compared to control microglia, as measured by flow cytometric detection of fluorescent phalloidin (Fig. EV1B). Next, we assessed microglia homeostasis in the CNS by performing immunohistochemistry (IHC) on brain sections. For the identification of microglia in the parenchyma of homeostatic CNS, we used the common marker IBA1, which can also detect other myeloid cells outside the parenchyma. To rule out off-target effects of Cre recombinase expression on microglia phenotypes in the used mouse strain, we initially compared adult mice with and without *Tg(Cx3cr1-Cre)*. Comparisons of age-matched *Tg(Cx3cr1-Cre) Arpc4*^*+/+*^ and Cre-negative *Arpc4*^*fl/fl*^ mice showed that microglia numbers, ramification, and surveillance index were comparable between both genotypes (Fig. EV1C–E). Additionally, we did not detect any differences in the expression of microglia markers IBA1 and P2RY12 (Fig. EV1F). We also showed that *Tg(Cx3cr1-Cre)* expression does not induce microglia activation (Fig. EV2A–C). Based on these results, we decided to use Cre-negative *Arpc4*^*fl/fl*^ mice as control animals for comparisons with age-matched littermate *Arpc4*^Δ*Cx3cr1*^ mice, allowing us to reduce surplus mouse generation in animal breeding.

To investigate the role of the Arp2/3 complex for microglia in the CNS, we analyzed brain sections from developing and adult *Arpc4*^Δ*Cx3cr1*^ and aged-matched control mice. Contrasting the highly branched structure of fine cellular processes in control microglia (Figs. 1A and EV1C), *Arpc4*-deficient microglia exhibited altered morphology with retracted and thick cellular branches (Fig. 1A). Morphological analysis using 3DMorph showed a significant decrease in microglial ramification, as well as reduced occupation of cell territories in the cortex and corpus callosum in adult *Arpc4*^Δ*Cx3cr1*^ mice (Fig. 1A,B). This alteration was detected across different brain regions, including the corpus callosum, cortical layers, striatum, and hippocampus, in 3- and 12-week-old *Arpc4*^Δ*Cx3cr1*^ mice (Figs. 1C and EV3A), and observed in both male and female animals (Fig. EV3B). In contrast to reports on tissue-resident mast cells and Langerhans cells (Delgado et al, 2024; Kaltenbach et al, 2024), there was no decrease, but rather a sharp increase in microglial cell number in *Arpc4*^Δ*Cx3cr1*^ mouse brains from early postnatal stages (3 weeks old) into adulthood (12 weeks old) (Fig. 1D).

**Figure 1:**
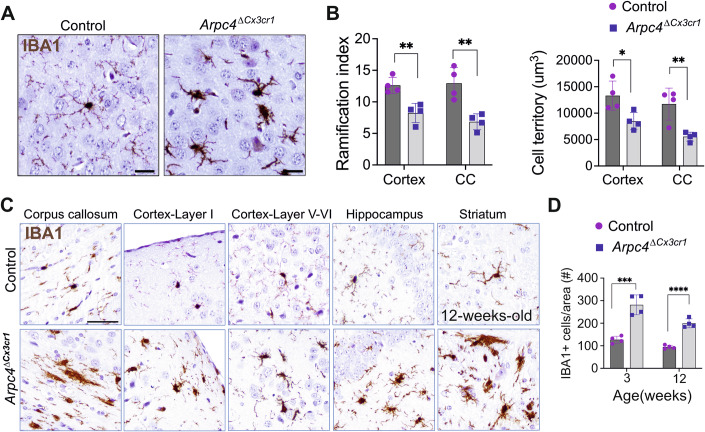
Microglial morphology is altered in *Arpc4*^Δ*Cx3cr1*^ mice. (**A**) Representative DAB-stained images of microglial morphology in 12-week-old *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^*)* and *Arpc4*^*fl/fl*^ (control) mice. Microglia were labeled with IBA1 and visualized using DAB (brown). Scale bar: 50 µm. (**B**) Quantification of microglia ramification and cell territory in 12-week-old *Arpc4*^*ΔCx3cr1*^ and control mice (*n* = 3–4 mice per group, data are presented as mean ± s.d., two-tailed Student’s *t*-test, ns not significant; Ramification in cortex: **P = 0.0046; in CC: **P = 0.0049, cell territory in cortex: *P = 0.0237; in CC: **P = 0.0078). (**C**) Representative DAB-stained images of microglial morphology in different brain regions in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice. Microglia were labeled with IBA1 and visualized using DAB (brown). Scale bar: 100 µm. (**D**) Quantification of microglial cell number in the cortex of 3- and 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice (*n* = 4 mice per group, data are presented as mean ± s.d., two-tailed Student’s *t*-test, in 3-week-old: ***P = 0.0006; in 12-week-old: ****P = 0.00001). Source data are available online for this figure.

Next, we also performed two-photon laser scanning microscopy-based live imaging of GFP-expressing microglia in acute brain slices dissected from adult *Arpc4*^Δ*Cx3cr1*^ *Cx3cr1*^*GFP/+*^ (*Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ *Cx3cr1*^*GFP/+*^*)* and *Cx3cr1*^*GFP/+*^ control (*Arpc4*^*fl/fl*^ *Cx3cr1*^*GFP/+*^*)* mice (Fig. 2A,B). Visualization of live dynamics confirmed that ramification and surveillance indices of *Arpc4*-deficient microglia were significantly reduced (Fig. 2C,D; Movie EV1). This phenotype in brain tissue was retained when sorting small numbers of microglia from postnatal *Arpc4*^Δ*Cx3cr1*^ or control mouse brains and culturing them in 3D Matrigel. In contrast to 2D culture conditions, wild-type microglia preserve their ramified morphology and motility pattern in the 3D system, comparable to microglia dynamics in vivo (Fig. EV3C). However, 3D-cultured *Arpc4-*deficient microglia did not display the typical ramified morphology of control microglia. Instead, these *Arpc4-*deficient cells formed long, thin protrusions that appeared to retract faster compared to the protrusions of the control microglia. In contrast to control cells, *Arpc4*-deficient microglia lost their branches after ten hours of culture and stopped their motility (Fig. EV3D; Movie EV2). Together, these data indicate that the Arp2/3 complex is required for the formation of dynamic cell protrusions associated with the motility of microglial cells and baseline surveillance in vivo.

**Figure 2:**
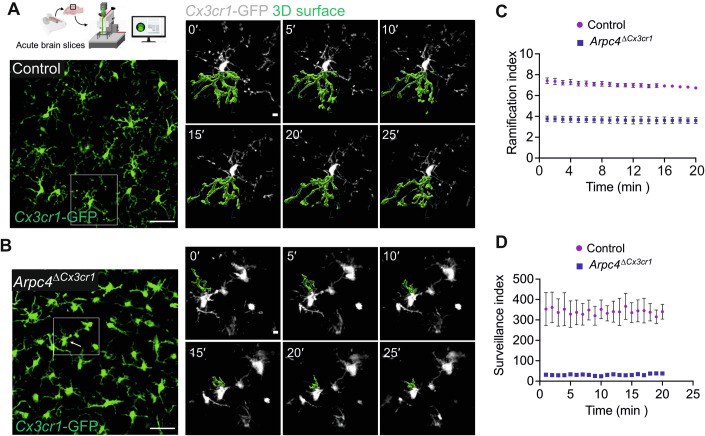
Microglial motility and baseline surveillance are disturbed in *Arpc4*^Δ*Cx3cr1*^ mice. (**A**,** B**) Two-photon laser scanning microscopy-based live imaging of microglia in acute brain slices prepared from 12-week-old *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ *(Arpc4*^Δ*Cx3cr1*^) *Cx3cr1*^*GFP/+*^ and *Arpc4*^*fl/fl*^ (control) *Cx3cr1*^*GFP/+*^ mice. Representative images of time sequences show *Cx3cr1*-GFP signal (white) and one protrusion of a microglia surface-rendered and 3D reconstructed (green) to display microglia protrusion dynamics in both genotypes. Scale bars: 40 µm (overview), 5 µm (zoom-in). (**C**) Quantification of microglial cell ramification over time in acute brain slices prepared from 12-week-old *Arpc4*^Δ*Cx3cr1*^ *Cx3cr1*^*GFP/+*^ and control *Cx3cr1*^*GFP/+*^ mice (*n* = 3 mice per group; data represent mean ± SEM of mouse averages, with 43 cells (Control) and 51 cells (*Arpc4*^ΔCx3cr1^) analyzed in total, Student’s *t*-test, *P* = 9.69 × 10^−4^). (**D**) Quantification of brain area surveyed by a microglial cell per minute (surveillance index) over time in acute brain slices prepared from 12-weeks-old *Arpc4*^Δ*Cx3cr1*^ *Cx3cr1*^*GFP/+*^ and control *Cx3cr1*^*GFP/+*^ mice (*n* = 3 mice per group, data were presented as mean ± SEM of three mice; the surveillance indices of 43 cells (Control) and 51 cells (*Arpc4*^Δ*Cx3cr1*^) analyzed in total were analyzed, Welch’s *t*-test, *P* = 0.01891). Source data are available online for this figure.

### Loss of the Arp2/3 complex in microglia results in downregulation of microglia homeostatic gene signatures

To understand whether the observed morphological and migratory phenotypes could be entirely explained by Arp2/3-mediated effects on the cytoskeleton, we also investigated whether *Arpc4*-deficient microglia underwent normal transition from a developing into homeostatic microglia on the transcriptional level. Hence, we performed bulk RNA sequencing on FACS-based isolated microglia from 12-week-old control and *Arpc4*^Δ*Cx3cr1*^ mice. Flow cytometry analysis already revealed a subpopulation of *Arpc4*-deficient microglia exhibiting significantly low levels of CD11b cell surface expression. This subpopulation was absent in control microglia (Fig. 3A). IHC analysis revealed that less than 20% of total IBA1^+^ microglia co-expressed CD11b in *Arpc4*^Δ*Cx3cr1*^ mice compared to control mice (Fig. 3B). Thus, we included CD11b^high^ CD45^low^ and CD11b^low^ CD45^low^ cells in the transcriptomics analysis of knockout mice. Pathway analysis using Ingenuity pathway analysis software based on differentially expressed genes (DEGs) showed that actin cytoskeleton signaling, senescence pathway, P2Y purinergic signaling, neuroinflammation signaling, chemokine pathway, and mTOR signaling pathways were differentially regulated in the *Arpc4*^*ΔCx3cr1*^ microglia compared to control cells (Fig. 3C). Further analysis of the DEGs showed that genes involved in the regulation of actin cytoskeleton arrangement were mostly downregulated (*Was, Ssh2, Wasf2, Cdc42, Rac1, Eps8, Apbb1ip, Dnm2, Cyfip1, Marcks, Pdlim4, Fscn1*) (Fig. 3D). *Arpc4*-deficient cells showed upregulation of microglia activation markers, whose expression has already been associated with neurodegenerative diseases and brain inflammation (*Axl, Clec7a, Lgals3, Spp1, Lpl, Cst7, Tyrobp)* (Keren-Shaul et al, 2017), and downregulation of homeostatic genes, including purinergic receptors and checkpoint genes (*Cx3cr1*, *Hexb*, *Tmem119, P2ry12, P2ry13, Csf1r*) (Fig. 3E). This transcriptomic profiling further revealed that genes related to the TGFβ signaling pathway, including *Tgfb1, Tgfb2, Smad1, Smad2*, and *Smad3*, were differentially expressed (Fig. 3F).

**Figure 3:**
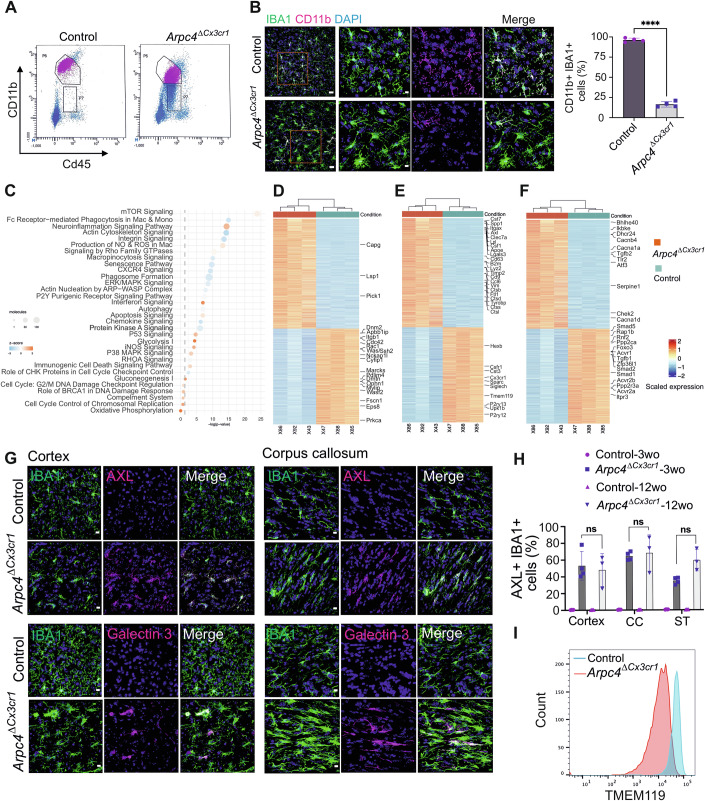
Microglia gene signature is downregulated in *Arpc4*^Δ*Cx3cr1*^ mice. (**A**) Flow cytometric analysis and dot plots showing the microglial subpopulations (CD45^low^ CD11b^high^ and CD45^low^ CD11b^low^) in 12-week-old *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^*)* and *Arpc4*^*fl/fl*^ (control) mice (Biological replicates: *n* = 6 mice per group, Technical replicates: *n* = 4 experiments). (**B**) Representative images and quantification of CD11b^+^ microglia in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice, scale bar: 20 µm (*n* = 4 mice per group, data are presented as mean ± s.d., two-tailed Student’s *t*-test; ****P = 0.00001). (**C**) Pathway analysis using Ingenuity pathway analysis software (IPA, QIAGEN) based on the differentially expressed genes (DEGs) (adj. *P* value <0.05, fold change >2). (**D**–**F**) Heatmaps of selected pathways show the average expression of DEGs related to actin cytoskeleton (**D**), cell activation and homeostasis (**E**), and senescence pathway (**F**). (**G**) Representative images of AXL and Galectin-3 expression in IBA1^+^ microglia in the cortex, corpus callosum in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice. Scale bar: 10 µm. (**H**) Quantification of AXL expression in IBA1^+^ microglia in the cortex, corpus callosum (CC), and striatum (ST) in 3- and 12-weeks-old *Arpc4*^Δ*Cx3cr1*^ and control mice (*n* = 3–4 mice per group, data were presented as mean ± s.d, two-way ANOVA followed by Bonferroni’s post hoc test, AXL^+^ microglia in cortex, CC, and ST in 3-weeks-old compared to 12-weeks-old: ns: *P* > 0.9999). (**I**) Flow cytometric analysis of TMEM119 expression in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice (Biological replicates: *n* = 4 mice per group, Technical replicates: *n* = 2 experiments). Source data are available online for this figure.

Based on this transcriptomic comparison, we further validated selected DEGs in microglia of control and *Arpc4*^*ΔCx3cr1*^ mice. IHC analyses confirmed that *Arpc4*-deficient microglia upregulated activation markers such as Galectin-3 and AXL in various brain regions, including the cortex, corpus callosum (CC), and the striatum, during development (3-week-old) and adulthood (12-week-old) (Fig. 3G,H). Additionally, lysosomal markers, such as CD68, which potentially indicate lysosomal activity, were upregulated on the *Arpc4*-deficient microglia (Fig. EV3E). The downregulation of other microglial homeostatic markers, such as Transmembrane Protein 119 (TMEM119), was confirmed using flow cytometric analysis (Fig. 3I). Thus, our results clearly show that *Arpc4*-deficiency in tissue-resident microglia not only results in morphological changes but also substantially impacts their transcriptional and protein expression profile.

To confirm one of the most striking findings from the bulk RNAseq analysis, we performed IHC analysis of P2RY12, a purinergic chemotactic receptor that is critical for tissue surveillance and the response to injury and tissue surveillance (Davalos et al, 2005). Immunofluorescence in adult brain tissues revealed an almost complete absence of P2RY12 expression in microglia of adult *Arpc4*^Δ*Cx3cr1*^ mice compared to control mice (Figs. 4A and EV1F). To test the functional consequence of this cellular phenotype, we visualized microglia with two-photon laser microscopy in brain slices of adult *Arpc4*^Δ*Cx3cr1*^ *Cx3cr1*^*GFP/+*^ or control *Cx3cr1*^*GFP/+*^ mice and followed their dynamic response to a laser-induced tissue damage. While control microglia formed pronounced protrusions, which extended chemotactically toward the injury site, *Arpc4*-deficient microglia were almost completely blunted in their chemotactic response (Fig. 4B,C; Movie EV3). Since a previous report by Drew et al (2020) showed that acute Arp2/3 inhibition by CK666 treatment hardly impaired the chemotactic response of microglia in this experimental setup, we conclude that the drastic downregulation of purinergic receptors underlies the impaired response of Arp2/3-depleted microglia. Together, our data show that the Arp2/3 complex induces transcriptional and cellular changes beyond direct cytoskeletal control, which influence the functional responses of microglia in vivo. Thus, the Arp2/3 complex is a cell-intrinsic contributor to homeostatic gene expression and tissue surveillance in CNS microglia.

**Figure 4:**
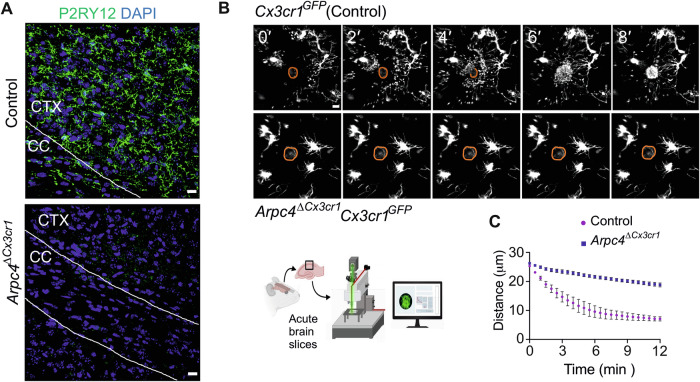
*Arpc4*-deficiency impairs microglial chemotaxis. (**A**) Representative images from static confocal microscopy displaying P2RY12 expression levels in 12-week-old *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^*)* and *Arpc4*^*fl/fl*^ (control) mice. Scale bar: 15 µm. (**B**) Representative images of two-photon laser scanning microscopy-based live imaging in acute brain slices from 12-week-old *Arpc4*^Δ*Cx3cr1*^ *Cx3cr1*^*GFP/+*^ and *Cx3cr1*^*GFP/+*^ control mice showing microglial chemotaxis toward the laser-damaged spot (in the orange dashed circle). Scale bar: 10 µm. (**C**) Time course of directed motility quantified as the distance of microglial processes to the damaged spot (*n* = 3 mice per group; 27 control and 33 *Arpc4*^Δ*Cx3cr1*^ chemotactic events analyzed in total, averaged per mouse for statistical comparison; data shown as mean ± SEM of mouse averages, Student’s t-test (unpaired), *P* = 0.025). Source data are available online for this figure.

### Loss of the Arp2/3 complex induces a reactive phenotype in microglia, connected with enhanced phagocytosis of myelin

Since bulk RNA sequencing lacks the fine-grained analysis to characterize a potentially heterogeneous cell population, we also performed single-cell RNA sequencing. In particular, we were interested in whether the observed phenotypic changes in *Arpc4*^Δ*Cx3cr1*^ mice were connected to a specific microglial state or subtype. 

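CD45+ cells from the brains of 4 control and 4 *Arpc4* Δ*Cx3cr1 mice, all 12 weeks old, were sequenced from the 3′ end of their transcripts. The cells of each mouse carried an oligonucleotide tag of their own, and the 8 mice were pooled into 1 library. The authors aligned the reads to mm10 with Cell Ranger and deposited raw counts of unique molecular identifiers (UMIs), random labels that each stand for 1 captured RNA molecule, for every gene and cell of each mouse and for every barcode of the pool. Each deposited cell had the same total in its own table and in the unfiltered pool, so these counts do not include the ambient RNA correction of the methods. Between 5251527 and 11148525 UMIs per control mouse (median 10557676) and between 10768644 and 12878691 per *Arpc4* Δ*Cx3cr1 mouse (median 12663012) were counted on genes. The median cell held 3607.5 to 3723 UMIs in the control mice and 3805 to 4364 in the *Arpc4* Δ*Cx3cr1 mice. Cells were filtered, log-normalized and clustered with the settings of the methods, and clusters were named from marker genes. UMIs were then summed per mouse over the microglia-like cells, 7797 from control and 9238 from *Arpc4* Δ*Cx3cr1 mice, since mice and not cells are the replicates. The sums, of 4191472 to 11690546 UMIs per mouse, were compared with edgeR's quasi-likelihood test after TMM normalization. The paper left out 1 female *Arpc4* Δ*Cx3cr1 mouse, whereas all 4 *Arpc4* Δ*Cx3cr1 mice entered the values given here and each was left out in turn. *Arpc4* itself (ENSMUSG00000079426, chromosome 6 of mm10, 113378115 to 113390448) had 236, 216, 225 and 222 CPM (counts scaled to the total of the sum times its TMM factor) in the control mice and 153, 148, 143 and 138 in the *Arpc4* Δ*Cx3cr1 mice. Its log2 fold change was −0.63 (standard error 0.05, adjusted p = 5.62e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between −0.65 and −0.60 with each mouse left out in turn. The counts come from the 3′ end of the gene, which 1 other gene overlaps on the same strand, and do not measure the deletion itself.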

After quality control, a total of 14,752 nuclei were analyzed from FACS-based isolated CD45^+^ cells of 12-week-old control and *Arpc4*^Δ*Cx3cr1*^ mice. 

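The deposited tables hold 19864 barcodes that had been given to a mouse. Of these, 1 had fewer than 200 genes and 0 had more than 20% mitochondrial UMIs, which left 19863 cells, 9443 from control and 10420 from *Arpc4* Δ*Cx3cr1 mice. The pool holds 26900 barcodes with at least 500 UMIs on genes, 7036 of which were not given to a mouse. With each *Arpc4* Δ*Cx3cr1 mouse left out in turn, between 17160 and 17321 cells passed the filters, the change that moved this count most. With at least 500 genes and at most 10% mitochondrial UMIs, 19751 cells passed. The paper's text gives no setting by which SoupX removed cells, so that step was not used here.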

Cell type assignment was conducted using published gene sets (Jordão et al, 2019), identifying different types of immune cells, including microglia, CNS-associated macrophages (CAMs), monocytes, T cells, and others (Figs. 5A,B and EV4A). 

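Clusters of all cells were named from marker genes listed before the counts were read, with limits on the fold set after the clusters were seen, and their shares are shares of the sorted CD45+ cells. Microglia-like cells made up 88.7% ± 4.26 (SD, n = 4 mice) of the cells of *Arpc4* Δ*Cx3cr1 mice and 82.2% ± 4.03 (SD, n = 4) of those of control mice (exact permutation test, two-sided, p = 0.0571, and 0.152 after Benjamini-Hochberg adjustment over 8 groups of cells). CAM-like cells, led by *Pf4*, *F13a1* and *Mrc1*, made up 1.18% ± 0.387 and 3.15% ± 0.970 (exact permutation test, two-sided, p = 0.0286, the smallest that 4 mice against 4 allow, adjusted p = 0.152). The shares of monocyte-like cells were 2.19% ± 1.82 and 1.30% ± 0.517, with *Saa3*, *Plac8* and *Napsa* as leading genes and the dendritic cell marker *Cd209a* among the first 10. T cell-like cells, led by *Gzma*, *Nkg7* and *Cd3g*, made up 1.68% ± 0.389 in *Arpc4* Δ*Cx3cr1 and 1.44% ± 0.320 in control mice. B cell-like, granulocyte-like and proliferating cells each stayed under 1% on average in both genotypes, and the proliferating cells were led by *Elane*, *Prtn3* and *Mpo*. The adjusted p of these 5 groups lay between 0.555 and 0.886 (exact permutation tests). With 0.0286 as the smallest p, an adjusted p under 0.05 was hardly within reach for any of the 8 groups. A pair of clusters with 1508 cells was left unnamed because their median UMI count was under the median of their own mice divided by 3. They made up 4.89% ± 1.65 of the cells of *Arpc4* Δ*Cx3cr1 mice and 10.5% ± 2.88 of those of control mice (exact permutation test, two-sided, p = 0.0571, adjusted p = 0.152). At a clustering resolution of 0.4 in place of 0.8, the cells led by CAM markers numbered 1743 instead of 410, since 1246 microglia-like cells from a cluster mostly of *Arpc4* Δ*Cx3cr1 cells were placed with them.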

We then focused on microglia in our dataset, in which six distinct microglia clusters (C1-6) could be identified (Fig. 5C). 

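The 17035 microglia-like cells were clustered again without *Arpc4*, 5 sex-linked genes and the 22 genes that the paper names for its single-cell data, so that these genes did not form the clusters in which they are compared. Louvain clustering of 20 principal components at resolution 0.8 gave 12 clusters (0 to 11) of 320 to 3117 cells. The first lower resolution to give 6 clusters was 0.3. With all of the 10000 variable genes kept there were also 12 clusters at 0.8, and 6 at 0.2. Clusters 0, 1 and 2 were led by *Tafa1*, *Csmd3* and *Ecscr*, cluster 8 by the chemokine genes *Ccl4* and *Ccl3*, and cluster 9 by the interferon-induced genes *Cxcl10*, *Rsad2* and *Ifit3*. *Ms4a7* and the hemoglobin genes *Hbb-bs*, *Hba-a1* and *Hba-a2* led cluster 6, *Xist* and *Fn1* cluster 5, and *Cst7* and *Spp1* cluster 10.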

Control and *Arpc4*-deficient microglia clustered separately based on their transcriptomic profile. 

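To measure the separation without clusters, each mouse was drawn down to 995 microglia-like cells, and the genotype of the 30 nearest neighbours of each cell was read among the cells of the other mice. On average, 94.6% of the neighbours shared the genotype of the cell, against 42.9% expected from the number of other mice of each genotype. The excess was 51.8 ± 4.76 percentage points (SD, n = 8 mice; exact permutation test of the genotypes, two-sided, p = 0.0286, the smallest that these mice allow). The value per mouse was 82.9% in *Arpc4* Δ*Cx3cr1 mouse 2 and 96.0 to 96.6% in the other mice. Of the 12729 genes tested in the sums per mouse, 5862 (46.1%) differed with an adjusted p under 0.05, 2912 of them higher and 2950 lower in *Arpc4* Δ*Cx3cr1 microglia. These are sums over different microglia clusters in each genotype, mostly 1, 2, 3 and 7 in control and 0, 4, 5, 6, 8, 9, 10 and 11 in *Arpc4* Δ*Cx3cr1 mice. In 5628 genes (44.2%) all mice of one genotype lay above all mice of the other, which chance alone gives for 2.86% of genes. A fold change over 2 as a further condition moved the count most, to 1568 genes, 983 higher and 585 lower. All 22 genes that the paper names for its single-cell data passed the threshold over all genes tested, and 22 passed it adjusted over the list alone, which is not independent evidence because the paper chose them on these mice. *P2ry12* (ENSMUSG00000036353, chromosome 3, 59216272 to 59262871) had 2628 ± 94.5 CPM in control and 732 ± 170.2 CPM in *Arpc4* Δ*Cx3cr1 mice (SD, n = 4 each), a log2 fold change of −1.84 (standard error 0.14, adjusted p = 2.59e-06, edgeR with Benjamini-Hochberg adjustment). The other 11 named genes that fell had log2 fold changes between −1.20 for *Gpr34* and −0.52 for *Mef2a*. *Axl* rose from 19.6 ± 3.51 to 260.5 ± 23.1 CPM (log2 fold change 3.75, standard error 0.12, adjusted p = 2.00e-08, edgeR with Benjamini-Hochberg adjustment). Free RNA can make up much of such a low control level, and with ambient RNA subtracted at 10 and 25% *Axl* rose by 5.11 and 14.1, the latter where 25% of its level in empty droplets (125 CPM) exceeds the control level. *Ms4a6c* rose by 2.05, and by 1.30 without *Arpc4* Δ*Cx3cr1 mouse 1. The smallest rise was 0.28 for *C1qa* (standard error 0.08, adjusted p = 0.0163, edgeR with Benjamini-Hochberg adjustment), whose adjusted p without control mouse 2 was 0.0503, the highest over all settings. Beyond the named genes, the largest fitted rises past the threshold were those of *Fbn2*, *Il2ra*, *Nectin3*, *Ffar4* and *Lrrtm3*, at 0.0252 to 0.264 CPM in control mice, and the largest falls those of *Slc5a10*, *Kcnc2*, *Khdrbs3*, *Stox2* and *Myo18b*, at 0.0223 to 2.25 CPM in *Arpc4* Δ*Cx3cr1 mice. The lower of each pair of levels rests on few UMIs in most of these 10 genes, so no fold is given.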

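The share of each cluster that came from *Arpc4* Δ*Cx3cr1 mice was taken with every mouse weighted equally. It was 1.52 to 2.93% in clusters 1, 2, 3 and 7 and 81.5 to 99.7% in the other 8 clusters. Among the latter, the largest was cluster 0 with 96.2%, followed by cluster 4 with 97.5%. Cluster 5 came to 96.4% from *Arpc4* Δ*Cx3cr1 mouse 1. Without *Arpc4* Δ*Cx3cr1 mouse 2, the lowest of these 8 shares was 67.5%, in cluster 11, instead of 81.5%, in cluster 8. In the clustering with 6 clusters, the shares were 2.11 and 4.39% in a pair of clusters and 77.9 to 97.1% in the other 4. No test was made, since the clusters were formed from genes that differ between the genotypes.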

While C1, C2, and C3 comprised mostly microglia from control mice, C0, C4, and C5 were clearly expanded in *Arpc4*^Δ*Cx3cr1*^ mice (Fig. 5C,D). 

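*Siglech*, *P2ry12*, *Cx3cr1* and *Tmem119* were compared between the cells of each of the 8 clusters mostly of *Arpc4* Δ*Cx3cr1 cells and all microglia-like cells of control mice, in 1 edgeR fit per cluster. Mice with fewer than 10 cells in a cluster were left out of its fit, so clusters 5 and 11 rest on 3 *Arpc4* Δ*Cx3cr1 mice and the others on 4. Of the 32 comparisons of these 4 genes, all were lower and 31 (96.9%) were lower with an adjusted p under 0.05, a share of 93.8 to 100% under the other settings. The log2 fold change of *P2ry12* ran from −2.80 in cluster 6 to −0.88 in cluster 11, with an adjusted p of at most 1.04e-10 (edgeR with Benjamini-Hochberg adjustment). In the same clusters *Siglech* (ENSMUSG00000051504, chromosome 7, 55768178 to 55778925) ran from −1.97 to −0.52 and *Cx3cr1* (ENSMUSG00000052336, chromosome 9, 119901616 to 120069879, where 3 genes overlap it on the same strand) from −1.15 to −0.47. *Tmem119* (ENSMUSG00000054675, chromosome 5, 113793729 to 113800516) was lowest in cluster 8, at −2.21, and did not pass the threshold in cluster 10 (log2 fold change −0.24, adjusted p = 0.0800, edgeR with Benjamini-Hochberg adjustment). All of these comparisons share the control mice, and the paper chose the 4 genes on these mice, so they are not independent evidence. In 5 simulations without any change, with the same controls shared, 0% of the comparisons passed as lower and 3.83% of genes were lower in all clusters, against 12.3% of 10259 genes in the measured comparisons. The simulations drew the *Arpc4* Δ*Cx3cr1 sums of each cluster separately, whereas the same mice supply the measured clusters. They also formed no clusters from genes that differ between the genotypes. The 3.83% can thus be too low a standard for the 12.3%.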

Differentially expressed gene (DEG) analysis showed that all three microglia clusters from *Arpc4*^Δ*Cx3cr1*^ mice shared the downregulation of homeostatic signature-associated genes, such as *Siglech, Hexb, P2ry12, Cx3cr1*, and *Tmem119* (Fig. EV4B,C). Cluster-specific gene analysis highlighted Cluster 4 (C4), which was characterized by elevated gene expression of *Apoe* and *Ms4a7* (Figs. 5E and EV4C). 

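Cluster 6, with 1457 cells of which 97.2% came from *Arpc4* Δ*Cx3cr1 mice, had the highest *Ms4a7* level in *Arpc4* Δ*Cx3cr1 cells and is called the *Ms4a7*-high cluster here. It was chosen by *Ms4a7*, so the difference in this gene follows from the choice. Within the 4 *Arpc4* Δ*Cx3cr1 mice, *Ms4a7* (ENSMUSG00000024672, chromosome 19, 11321039 to 11336146) had 1638 ± 389 CPM in this cluster and 101 ± 37.3 CPM in the other microglia-like cells (SD, n = 4), a log2 fold change of 4.03 (standard error 0.28, adjusted p = 1.13e-05, edgeR with Benjamini-Hochberg adjustment). *Apoe* (ENSMUSG00000002985, chromosome 7, 19696109 to 19699188) had 39654 ± 2954 CPM in the cluster and 13885 ± 9457 CPM in the other cells, a log2 fold change of 1.51 (standard error 0.33, adjusted p = 0.0112, edgeR with Benjamini-Hochberg adjustment). It was higher in 4 of 4 mice, but its adjusted p was 0.0699, 0.0688 and 0.0884 without *Arpc4* Δ*Cx3cr1 mouse 2, 3 or 4, the last being the highest over all settings. These fits did not pair the sums of a mouse, so the spread between mice counted as error. No fit with paired sums was made with a mouse left out. Against the control mice, *Apoe* over all microglia-like cells rose from 1514 ± 260.3 to 17321 ± 9225 CPM (log2 fold change 3.52, and 3.08 without *Arpc4* Δ*Cx3cr1 mouse 1), and *Ms4a7* from 21.5 ± 12.6 to 268 ± 63.1 CPM (3.59). With ambient RNA subtracted at 10% the log2 fold change was 7.98 for *Apoe* and 5.31 for *Ms4a7*. For *Apoe*, 10% of the level in empty droplets (16538.5 CPM) already exceeds the mean control level. At 25%, where the subtraction exceeds the control levels of both genes, the log2 fold changes were 19.9 and 14.0. Free RNA at 10% would thus account for the control level of *Apoe*, and at 25% for both, and the folds depend on this fraction. Sex-linked genes give lower fractions than 25%. *Xist*, transcribed from the inactive X chromosome, had 5.83 CPM in microglia of the male control mice, against 115 CPM in empty droplets. In microglia of *Arpc4* Δ*Cx3cr1 mouse 1, Y-linked genes had 9.36% of their level in empty droplets. The folds at 25% thus assume more free RNA than these genes show. Compared with the control microglia, *Apoe* was higher in each of the 8 clusters mostly of *Arpc4* Δ*Cx3cr1 cells, by 2.48 in cluster 0 to 4.80 in cluster 6 on the log2 scale. Of the 11680 genes tested between the *Ms4a7*-high cluster and the other microglia-like cells, 1788 (15.3%) had an adjusted p under 0.05, 850 higher and 938 lower, and in 2462 (21.1%) the 2 groups of sums did not overlap. With the mouse as a block, since both sums come from the same mice, the count was 2801, with 1334 higher and 1467 lower, and with cells that hold an *Ms4a7* UMI set against cells with none it was 346, with 232 higher and 114 lower, the setting that moved it most. Most of these genes took part in forming the clusters, so the count describes the cluster. So do its largest rises, in *Cd93*, *Stard13*, *Atp8b4*, *Adam19* and *Clec12a*, and its largest falls, in *Gm3002*, *Tmem154*, *Shisa7*, *Chst9* and *Ildr2*, of which *Gm3002* and *Shisa7* did not pass the threshold without *Arpc4* Δ*Cx3cr1 mouse 2 or 3. Reads of *Gm3002* can come from other copies of its gene family.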

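*Itgam* (ENSMUSG00000030786, chromosome 7, 128062640 to 128118491, where 1 gene overlaps it on the same strand) had 112 ± 10.4 CPM in the *Ms4a7*-high cluster and 297 ± 48.1 CPM in the other microglia-like cells of the 4 *Arpc4* Δ*Cx3cr1 mice (SD, n = 4). The log2 fold change was −1.40 (standard error 0.12, adjusted p = 4.31e-05, edgeR with Benjamini-Hochberg adjustment), larger than the spread between mice, and it stayed between −1.46 and −1.33 with each mouse left out in turn. Between cells with and without an *Ms4a7* UMI, taken without clusters, the log2 fold change was −0.51 and did not pass the threshold (adjusted p = 0.109, the highest over all settings, edgeR with Benjamini-Hochberg adjustment). With ambient RNA subtracted at 25% it was −2.45.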

Of note, C4 also exhibited a lower expression level of *Itgam* (encoding CD11b) compared to the other *Arpc4*^Δ*Cx3cr1*^ microglia clusters (C0 and C5) and homeostatic clusters C1-3 (Fig. EV4D). To determine the spatial localization of C4 microglia, we co-stained IBA1^+^ microglia with the RNA in situ probe against *Ms4a7* by combining IHC and RNAscope. This analysis confirmed the colocalization of *Ms4a7* RNA with IBA1-immunoreactive puncta, indicating expression within microglia (Fig. 5F). The *Ms4a7*^+^ microglia were distributed almost all over the brain (Fig. 5G). These data suggest that, in addition to reduced cell dynamics and impaired homeostasis, the microglial subpopulation C4 displays a reactive phenotype in *Arpc4*^Δ*Cx3cr1*^ mice. 

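Of the microglia-like cells, 15.4% ± 3.72 (SD, n = 4 mice; 10.4 to 18.4%) lay in the *Ms4a7*-high cluster in *Arpc4* Δ*Cx3cr1 mice and 0.442% ± 0.251 (SD, n = 4; 0.101 to 0.643%) in control mice (exact permutation test, two-sided, p = 0.0286). This share restates the differences in expression that formed the clusters. A measure without clusters is the share of microglia-like cells with an *Ms4a7* UMI after each cell was thinned to 2000 UMIs and the 289 control and 329 *Arpc4* Δ*Cx3cr1 cells with fewer were left out. It was 20.1% ± 4.58 in *Arpc4* Δ*Cx3cr1 and 1.61% ± 0.384 in control mice (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). Free RNA gives such UMIs to cells that do not express the gene, and T cells, thinned in the same way, had an *Ms4a7* UMI in 8.33% of cells in *Arpc4* Δ*Cx3cr1 mice (14 of 168; 95% exact interval 4.63 to 13.6%) and in 1.55% in control mice (2 of 129; 0.188 to 5.49%). The share in control microglia lay within the interval of the T cells of these mice. The share in *Arpc4* Δ*Cx3cr1 microglia lay above the interval of their T cells at 2000 UMIs, at 1000 UMIs (15.6% against 6.82%, exact interval 3.57 to 11.6%) and without thinning (27.7% against 13.1%, 8.47 to 19.0%). At 4000 UMIs, which left 90 T cells and 86 out, it was 19.1% against 17.8% (10.5 to 27.3%). Before thinning, the median was 4283 UMIs in *Arpc4* Δ*Cx3cr1 and 3836 in control microglia, and 4057 and 4979 in the T cells. Among B cells, 0 of 33 in *Arpc4* Δ*Cx3cr1 and 0 of 24 in control mice had such a UMI at 2000 UMIs, which allows up to 10.6 and 14.2% (exact intervals). At 1000 UMIs these were 0 of 37 and 0 of 44 B cells, without thinning 3 of 37 and 1 of 45, and at 4000 UMIs 3 of 23 and 1 of 12. In the *Ms4a7*-high cluster, *Cd74* (ENSMUSG00000024610) rose from 533 ± 58.6 to 2174 ± 431 CPM (log2 fold change 2.03, standard error 0.14, adjusted p = 1.13e-05, edgeR with Benjamini-Hochberg adjustment). *Lyz2* rose by 1.73 (adjusted p = 1.59e-05, edgeR with Benjamini-Hochberg adjustment), a gene whose reads can be shared with its paralog *Lyz1*. Of the 22 named genes, 13 passed the threshold in this comparison, 4 higher and 9 lower, and 17 adjusted over the list alone, which is not independent evidence since they were chosen on these mice. *Axl*, *C1qa* and *Isg15* did not differ past the threshold between the cluster and the other cells, with log2 fold changes of 0.18, 0.04 and −0.13. The adjusted p of *Ms4a6c* was 0.110 and that of *Ifit3*, whose reads can be shared with *Ifit3b*, 0.0951, whereas with the mouse as a block both passed (5.22e-07 and 0.00954, edgeR with Benjamini-Hochberg adjustment). Over the settings, the highest adjusted p was 0.332 and 0.508. The paper proposes that the subpopulation C4 has a reactive phenotype.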

Next, we wondered whether the detected reactive microglia in *Arpc4*^Δ*Cx3cr1*^ mice show altered functional characteristics during CNS homeostasis. Recent work has shown that homeostatic microglia are important for preventing the degradation of myelin, which is required for the function of neuronal axons, in the adult CNS (McNamara et al, 2023). Hence, we performed IHC to determine the functional interaction of microglia with myelin tracks, which were labeled with the antibody against myelin basic protein (MBP). Our analysis revealed that reactive IBA1^+^ microglia upregulated the lysosomal marker CD68 in the vicinity of myelin tracks and engulfed MBP-positive myelin debris in *Arpc4*^Δ*Cx3cr1*^ mice, which we could hardly observe in control mice (Fig. 5H). Together, our results show that *Arpc4* deficiency causes a loss of core homeostatic gene signatures in adult microglia and the acquisition of a reactive phenotype that interferes with the maintenance of myelin integrity.

**Figure 5:**
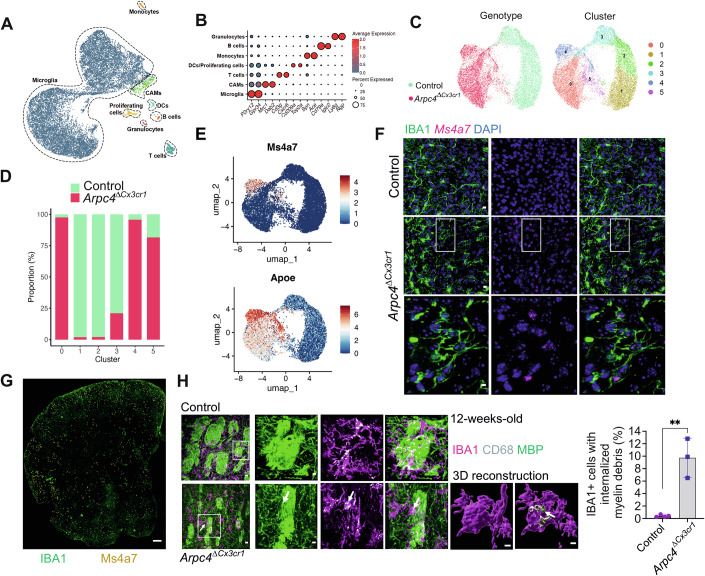
*Arpc4*-deficient microglia lose their homeostatic core gene signature and acquire a reactive phenotype. (**A**) Uniform manifold approximation and projection (UMAP) visualization of 14,752 individual cells captured by scRNAseq from 12-week-old *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^*)* and *Arpc4*^*fl/fl*^ (control) mice. (**B**) Selected marker genes associated with each cell type are highlighted in (**A**). (**C**) UMAP visualization of microglial cells, highlighting clusters and genotypes. (**D**) Marimekko chart of microglia depicting the proportions of *Arpc4*^Δ*Cx3cr1*^ and control microglia for each cluster. (**E**) Expression levels of *Apoe* and *Ms4a7*. (**F**) Representative images showing the colocalization of *Ms4a7* RNA with IBA1-immunoreactive puncta in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice. Scale bars: 10 µm (overview), 5 µm (zoom-in). (**G**) An overview confocal image showing the colocalization of *Ms4a7* RNA with IBA1^+^ cells all over the brain in 12-week-old *Arpc4*^Δ*Cx3cr1*^ mice. Scale bar: 100 µm. (**H**) Representative images and quantification of IBA1^+^ cells with internalized myelin debris (MBP^+^) in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice. The 3D reconstruction shows internalized myelin fragments, associated with the lysosome (CD68^+^) within microglia. Scale bars: 10 µm (overview), 4 µm (zoom-in), 2 µm (3D) (*n* = 3–4 mice per group, data are presented as mean ± s.d, two-tailed Student’s *t-*test, **P = 0.0017. Source data are available online for this figure.

### Arp2/3 loss of function correlates with impaired TGFβ signaling in microglia

Lastly, we also followed up on the differential expression pattern of genes related to the Transforming growth factor-β (TGFβ) signaling pathway (Fig. 3F). TGFβ signaling is a master regulator of microglial cell morphology and homeostatic functions (Bureta et al, 2019; Spittau et al, 2020; Zöller et al, 2018). Interestingly, our comparison of transcriptional data revealed that microglia in *Arpc4*^Δ*Cx3cr1*^ mice share the gene signature of *Tgfbr2*-deficient microglia (Fig. 6A), which have previously been shown to have an active phenotype and express priming markers (Zöller et al, 2018). In particular, the sequencing cluster C4 of *Arpc4*-deficient microglia (Fig. 6B) exhibited a reduced expression profile of TGFβ-dependent homeostatic genes, including *P2ry12, Tmem119, Mef2a, Sall1, Olfml3, and Fcrls* (Butovsky et al, 2014), compared to other microglial clusters in both control and *Arpc4*^Δ*Cx3cr1*^ mice (Fig. 6B). 

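The 6 genes were compared between the *Ms4a7*-high cluster, which stands for C4, and the other microglia-like cells of the 4 *Arpc4* Δ*Cx3cr1 mice, and ranked over the 12 clusters by mean CPM scaled by the total alone. *Sall1* (ENSMUSG00000031665, chromosome 8, 89027235 to 89044162) fell from 186 ± 49.0 to 39.0 ± 10.7 CPM (SD, n = 4; log2 fold change −2.22, standard error 0.24, adjusted p = 0.000155, edgeR with Benjamini-Hochberg adjustment). *Olfml3* (ENSMUSG00000027848, chromosome 3, 103722222 to 103738001) fell from 544 ± 82.0 to 247 ± 60.7 CPM (log2 fold change −1.13, adjusted p = 0.00119, from the same edgeR test with Benjamini-Hochberg adjustment). The log2 fold change was −1.05 for *P2ry12* (standard error 0.22, adjusted p = 0.00810), −0.82 for *Tmem119* (0.10, adjusted p = 0.000379) and −0.60 for *Fcrls* (0.11, adjusted p = 0.00376), all from edgeR with Benjamini-Hochberg adjustment. *Mef2a* (ENSMUSG00000030557, chromosome 7, 67231163 to 67372858, where 2 genes overlap it on the same strand) had 997 ± 108 CPM in the cluster and 1045 ± 85.8 CPM outside it, a log2 fold change of −0.07 (standard error 0.10, adjusted p = 0.711, edgeR with Benjamini-Hochberg adjustment), less than the spread between mice. *P2ry12* did not pass the threshold without *Arpc4* Δ*Cx3cr1 mouse 3 or 4 (adjusted p = 0.0650 and 0.0515, 0.192 at most over all settings, edgeR with Benjamini-Hochberg adjustment), and *P2ry12* and *Fcrls* did not at the lowered resolution. The fits with a mouse left out did not pair the sums of each mouse. With ambient RNA subtracted at 10 and 25%, *Sall1* fell by 3.19 and 12.5 on the log2 scale, since its level in the cluster is under 25% of that in empty droplets (216 CPM), and the size of its fall depends on this background. At 25% the log2 fold changes of *Olfml3*, *P2ry12*, *Tmem119* and *Fcrls* were −2.70, −2.34, −2.33 and −1.16. Between cells with and without an *Ms4a7* UMI, where *Sall1* had −0.89, *Tmem119* and *Olfml3* passed and *P2ry12*, *Sall1* and *Fcrls* did not. Among the 12 clusters, the *Ms4a7*-high cluster had the lowest mean of *Sall1* (38.2 CPM, against 94.3 in the next cluster), *Olfml3* (243 against 411), *Fcrls* (456 against 529.8) and *P2ry12* (347 against 365). For *P2ry12* this gap was less than the spread between mice (SD 101.2 CPM, n = 4). The *Ms4a7*-high cluster had the second lowest mean of *Tmem119*, after cluster 8, and the sixth lowest of *Mef2a* (978 CPM, against 183 to 2085 in the others). In the 4 clusters mostly of control cells, the means were 389 to 448 CPM for *Sall1*, 917 to 1537 for *Olfml3*, 1179.8 to 1766 for *Fcrls* and 669.8 to 2085 for *Mef2a*.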

By performing REACTOME pathway analysis with the 1000 most significantly enriched genes in C4, we found that TGFβ-related pathways appeared among the most significantly altered pathways (Fig. 6C). Given these striking similarities between *Tgfbr2*- and *Arpc4*-deficient adult microglia, we aimed to address whether TGF-β signaling is altered in *Arpc4*-deficient microglia. To do so, we analyzed the phosphorylated versions of SMAD2 and SMAD3 (pSMAD2 and pSMAD3), which are translocated into the cell nucleus in response to TGFβ receptor signaling. When performing IHC for these molecules on brain sections, we detected them in IBA1^+^ (microglia) and IBA1^–^ cells. When focusing on microglia, we observed that nuclear pSMAD signals were detectable throughout microglia in control mice. However, the percentage of microglia that were lacking nuclear pSMAD2 and pSMAD3 immunoreactivity were substantially increased in *Arpc4*^Δ*Cx3cr1*^ mice (Fig. 6D). Thus, these data correlate the lack of Arp2/3 complex in microglia with impaired TGF-β signaling, an important pathway that maintains microglia development and homeostasis.

**Figure 6:**
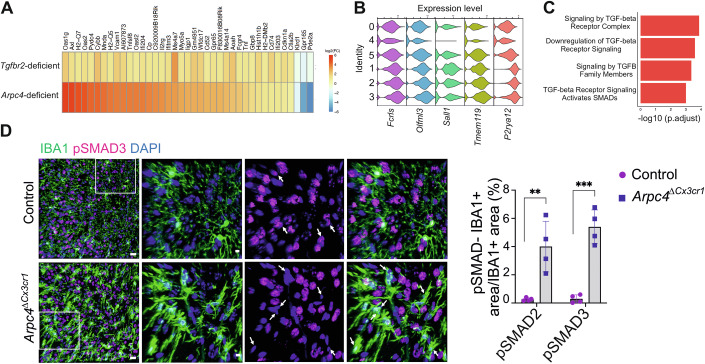
*Arpc4*-deficient microglia exhibit impaired TGFβ signaling. (**A**) Comparison of gene profiles in *Tgfbr2*- and *Arpc4*-deficient microglia. (**B**) Expression levels of common microglial homeostatic genes in microglia clusters. (**C**) Significantly altered TGF-β signaling-related REACTOME Pathways (Adj. *p* < 0.05). (**D**) Representative images showing nuclear immunolabeling of pSMAD3 and DAPI in IBA1^+^ microglia, quantification of the pSMAD2^+^ and pSMAD3^+^ signal within IBA1^+^ area in 12-week-old *Arpc4*^Δ*Cx3cr1*^ and control mice (*n* = 4 mice per group, data are presented as mean ± s.d., two-tailed Student’s *t*-test, pSMAD2: **P = 0.0059; pSMAD3: ***P = 0.0002). Source data are available online for this figure.

Together, we conclude that the Arp2/3 complex is critical for establishing a homeostatic microglia phenotype on the morphological and gene expression level, which is important to preserve a healthy CNS.

## Discussion

Our study presents a previously unrecognized role of the Arp2/3 complex in the development of microglia homeostasis in the CNS. Genetic targeting of the critical subunit *Arpc4* allowed us to study the functional role of the Arp2/3 complex in microglia, a tissue-resident immune cell type that is difficult to study outside its physiological environments. Our findings contribute to the emerging topic that the depletion of the Arp2/3 complex and interference with Arp2/3 function and actin branching cause distinct cellular phenotypes depending on the studied immune cell type. Initial studies on Arp2/3 complex function in immune cells have largely focused on the analysis of migration and phagocytosis properties due to Arp2/3’s key role in actin branching during lamellipodia and phagocytic cup formation. However, studies across different immune cell types now clearly show that the Arp2/3 complex supports diverse immune functions. These comprise phagocytosis and integrin signaling in macrophages (May et al, 2000; Rotty et al, 2017b), polarity, motility, transendothelial migration, and environmental exploration in leukocytes (Graziano et al, 2019; Leithner et al, 2016a, Peterson et al, 2024; Kempers et al, 2021; Vasconcellos et al, 2025), dendritic cell trafficking (Vargas et al, 2016), T cell homeostasis (Obeidy et al, 2020; Zhang et al, 2017) granule exocytosis of NK cells (Carisey et al, 2018). Recent studies have revealed isoform diversity among Arp subunits (Abella et al, 2016; Sadhu et al, 2023) and cell-type-specific regulatory mechanisms (Franco-Bocanegra et al, 2019), which likely contribute to the various functional roles of the Arp2/3 complex in distinct immune cell types.

The genetic defects in the ARPC1B and ARPC5 isoforms in humans are associated with immune system disorders, highlighting the clinical relevance of Arp2/3 complex dysfunction (Gamze Sonmez et al, 2025; Kuijpers et al, 2017; Nunes-Santos et al, 2023; Sindram et al, 2023). In mice, only a few studies have directly targeted Arp subunits in distinct endogenous immune cell types to understand cell-type-specific Arp2/3 functions in the physiological tissue setting. However, recent studies in mice have targeted the *Arpc4* subunit in endogenous mast cells or Langerhans cells and highlighted a critical role of the Arp2/3 complex for the survival of tissue-resident immune cells (Delgado et al, 2024; Kaltenbach et al, 2024). Additionally, loss of *Arpc5* in the murine hematopoietic system alters the functions of mononuclear phagocytes and causes early-onset intestinal inflammation (Vasconcellos et al, 2025).

We here extend the knowledge on the physiological functions of the Arp2/3 complex to the CNS and another tissue-resident immune cell type. By targeting *Arpc4* in tissue-resident microglia in mice, we identify a critical role for Arp2/3 function in microglial development and homeostasis in the CNS. In the normally developing brain, up to the second postnatal week, immature microglia appear with an ameboid shape and enhanced lysosomal activity, expressing genes related to an active state. As microglia mature, they shift from a rounded morphology to a more ramified form characterized by increasing protrusion formation. Our findings demonstrate that *Arpc4*-deficient microglia, which lack Arp2/3-mediated actin branching, are unable to adopt a ramified morphology within CNS tissue and remain in their immature, ameboid state. This lack of morphological transition in *Arpc4*-deficient microglia coincides with the downregulation of resting and homeostatic genes, which are normally expressed when microglia transform toward the ramified state (Dermitzakis et al, 2023; Lull and Block, 2010; Prinz et al, 2019; Wurm et al, 2021). Hence, the Arp2/3 complex is critical for controlling the establishment of a homeostatic microglia state on the morphological and transcriptional level. The study by Paulson et al underscores the crucial importance of the Arp2/3 complex in preserving the intricate, branched morphology of mature microglia, as demonstrated by experiments using CK666-mediated inhibition of Arp2/3 function in hippocampal slice cultures (Paulson et al, 2026).

Our study highlights that targeted depletion of the Arp2/3 complex in endogenous immune cells can result in transcriptional and expression changes of several cellular pathways, which influence the cellular phenotype in the tissue, but are not directly connected to Arp2/3’s most known role as actin nucleator. Such functions beyond actin cytoskeleton control have largely been neglected in previous studies of the Arp2/3 complex in other immune cell types. Strikingly, the phenotypic changes of *Arpc4*-deficient microglia also involved a transcriptional downregulation of purinergic receptors and a lack of P2RY12 expression, which is critical to sense ATP released from neurons (Lin et al, 2020). In the presence of a tissue injury, microglia switch from random to directed chemotactic motility (Hines et al, 2009; Madry and Attwell, 2015), which is mediated by morphological remodeling and microglial sensome (Das and Chinnathambi, 2020; Hickman and El Khoury, 2019). Our data show that *Arpc4*-deficient microglia exhibit defective migration toward a site of CNS injury, which is likely due to impaired purinergic receptor signaling. Our conclusion is supported by studies from Paulson and co-authors (Paulson et al, 2026) and Drew et al, 2020, which demonstrate that pharmacological inhibition of Arp2/3 function in mature microglia, displaying intact purinergic receptor signaling, does not compromise the chemotactic response to ATP released from a micropipette.

When inflammatory stimuli persist, WT microglia are fully activated with enlarged cell bodies and short and thick protrusions and migrate efficiently (Kettenmann et al, 2011), accompanied by changes in gene expression (Lull and Block, 2010). After tissue injury is properly repaired, microglia typically return to their homeostatic state (Miller and Streit, 2007). However, persistent activation can occur, leading to a “primed” state (Candlish and Hefendehl, 2021; Olah et al, 2018; Safaiyan et al, 2021). Primed microglia exhibit an exaggerated and prolonged proinflammatory response that can be detrimental to brain tissue (Niraula et al, 2017). Our findings showed that *Arpc4*-deficient microglia undergo significant morphological and functional changes, which are associated with the loss of their homeostatic gene signature and the upregulation of genes linked to microglial activation. In this regard, we identified a specific state of reactive microglia characterized by the upregulation of *Apoe* and Membrane-spanning 4-domains, subfamily A (*Ms4a)* family genes. Interestingly, *Ms4a* family members, such as *Ms4a7* and *Ms4a6c*, regulate immune cell function (Eon Kuek et al, 2016) and are associated with Alzheimer’s disease (AD) risk (Hollingworth et al, 2011; Ma et al, 2015; Naj et al, 2011), and the APOE pathway is known to drive microglial activation and contribute to the development of a neurodegenerative microglial phenotype (MGnd) (Krasemann et al, 2017; Shi et al, 2019). Most importantly, the reactive *Arpc4*-deficient microglia appear to influence myelin integrity through adulthood, which could be a risk of neurodegeneration (Depp et al, 2023; Nasrabady et al, 2018; Parrilla et al, 2024). Antagonism between cell migration and macro/phagocytosis has previously been described for other immune cell types (Edwards-Jorquera et al, 2020). Upregulated expression of some members of the formin/diaphanous family of proteins in *Arpc4*-deficient microglia (Fig. EV5) may underly the observed increased uptake of MBP extracellular material.

To date, the functional role of the Arp2/3 complex in microglia has not been investigated in the context of brain disease. Our findings align with previous reports showing downregulation of genes related to Arp2/3 subunits in aged microglia in both mice and humans (Galatro et al, 2017; Hammond et al, 2019). Aging microglia are implicated in the progression of neurodegenerative diseases and characterized by impaired chemotaxis, reduced morphological plasticity, and a heightened, primed activation state (Antignano et al, 2023; Norden and Godbout, 2013). These parallels highlight the Arp2/3 complex as a novel and potentially important factor in CNS disease, encouraging further investigation into its role in microglial dysfunction and neurodegeneration.

Furthermore, our results show a correlation between the Arp2/3 complex and TGFβ signaling, which is essential for microglial homeostasis and maturation and controls their activation (Li et al, 2024; Spittau et al, 2020; Zöller et al, 2018). The fact that nuclear translocation of phosphorylated SMAD2/3 was impaired in *Arpc4*-deficient microglia could provide a mechanistic explanation for many of the observed phenotypes. Of note, SMAD complex activation and nuclear translocation depend on full TGFβ receptor activation, internalization, and trafficking (Chen, 2009; Huang and Chen, 2012), which are regulated by several actin regulatory proteins (Melchionna et al, 2021; Moustakas and Heldin, 2008; Liu et al, 2016). Notably, the Arp2/3 complex has also been implicated in actin-based clathrin-mediated endocytosis and trafficking (Kaksonen et al, 2006; Toshima et al, 2005). Further investigation is required to determine the specific role of the Arp2/3 complex in the TGFβ signaling pathway in microglia.

In summary, our study provides novel insight into the contribution of the Arp2/3 complex to the homeostasis of microglia, the major resident immune cell type in the CNS. We highlight an important role of the Arp2/3 complex for mediating the developmental transition into microglia with ramified morphology, homeostatic gene expression, and tissue surveillance function. Given the multiple roles of the Arp2/3 complex in many cellular processes, including cytosolic and nuclear functions, future studies are needed to determine the detailed molecular mechanism underlying the observed tissue phenotype, which is difficult to dissect in endogenous microglia. However, our findings identify the Arp2/3 complex as a critical determinant for establishing microglia homeostasis, expanding the functional spectrum of this protein complex in the immune system. Together, our study and the accompanying report by Paulson et al, (2026), identify the Arp2/3 complex as a key regulatory component governing microglial development and function within the adult CNS.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
C57BL/6J wild-type mice	Charles River	
Arpc4flox mice	Prof. Metello Innocenti (Università degli Studi di Milano-Bicocca)	van der Kammen et al, 2017
Tg(Cx3cr1-Cre)MW126Gsat/Mmucd mice	MMRRC	Stock #036395-UCD
Cx3cr1GFP knock-in mice	Jackson Laboratory	Strain No. 005582
**Antibodies**		
Rabbit anti-IBA1	Wako	Cat#019-19741
Guinea pig anti-IBA1	Synaptic Systems	Cat#234 308
Rat anti-MAC2 (Galectin-3)	BioLegend	Cat#125402
Chicken anti-MBP	Thermo Fisher Scientific	Cat#PA1-10008
Rat anti-CD68	Bio-Rad	Cat#MCA1957
Goat anti-AXL	R&D Systems	Cat#AF854
Rat anti-P2RY12	BioLegend	Cat#848002
Rabbit anti-Phospho-SMAD2 (Ser465/467)	Merck	Cat#AB3849-I
Rabbit anti-Phospho-SMAD3 (Ser423/425)	Thermo Fisher Scientific	Cat#44-246 G
Rat anti-TMEM119 (PE, V3RT1Gosz)	Invitrogen	Cat#12-6119-82
Mouse anti-CD45 (APC, 104)	Thermo Fisher Scientific	Cat#17-0454-82; RRID: AB_469400
Rat anti-CD11b (PE, M1/70)	Thermo Fisher Scientific	Cat#25-0112-82
Rat anti-CD3 (APC/Cy7, 17/A2)	BioLegend	Cat#100222
Rat anti-Ly6G (APC/Cy7, 1A8)	BioLegend	Cat#127624
Rat anti-CD19 (APC/Cy7, 6D5)	BioLegend	Cat#115530
Rat anti-Ly6C (APC/Cy7, HK1.4)	BioLegend	Cat#128025
**Chemicals, enzymes and other reagents**		
Neural Tissue Dissociation Kit (Papain)	Miltenyi Biotec	Cat# 130-092-628
Zombie Violet Fixable Viability Kit	BioLegend	Cat# 423113
Matrigel Basement Membrane Matrix	Corning	Cat# 356234
RNAscope Multiplex Fluorescent Detection Reagents v2	Advanced Cell Diagnostics (ACD)	Cat# 323100
VECTASTAIN ABC Kit (Standard)	Vector Laboratories	Cat# PK-6100
Tissue-Tek O.C.T. Compound	Sakura Finetek	Cat# 4583
RNeasy Micro Kit	QIAGEN	Cat# 74004
Ovation RNA-Seq System V2	NuGEN/Tecan	Cat# 7102
Illumina Stranded Total RNA Prep with Ribo-Zero Plus	Illumina	Cat# 20040529
NEBNext Library Quant Kit for Illumina	New England Biolabs	Cat# E7630S
**Software**		
ImageJ	NIH	
Imaris	Bitplane	
GraphPad Prism	https://www.graphpad.com/	
Seurat	Satija Lab	
snakePipes	GitHub	
**Other**		
Leica CM1900 Cryostat	Leica Microsystems	
Leica TCS SP8 Confocal Microscope	Leica Microsystems	
Zeiss LSM 780 Confocal Microscope	Zeiss	
FACSAria III Cell Sorter	BD Bioscience	
Incucyte S3 Live-cell Analysis System	Sartorius	

### Mouse breeding and husbandry

Mouse breeding and husbandry were performed and monitored at the Max Planck Institute of Immunobiology and Epigenetics in Freiburg and the University Hospital Rechts der Isar of the Technical University (MRI-TUM) in Munich following the guidelines set provided by the Federation of European Laboratory Animal Science Association and as approved by German authorities. The mice were kept in groups of three or four in Greenline IVC GM500 plastic cages. They were housed in a temperature-controlled environment (21 ± 2 °C) on a 12 h light/dark cycle and given ad libitum access to food and water in the animal facilities. All mouse strains in this study were without a health burden. Mice were only used for organ removal after euthanasia by carbon dioxide exposure or cervical dislocation under isoflurane anesthesia, and thus not subject to experimental procedures and ethical approval according to §4 (3) Tierschutzgesetz. The following mouse lines were used in the study: Wild-type C57BL/6J mice were from Charles River. *Arpc4*^*flox*^ mice on the C57BL/6J background were provided by Prof. Metello Innocenti at the Università degli Studi di Milano-Bicocca (van der Kammen et al, 2017). *Tg(Cx3cr1-Cre)*MW126Gsat/Mmucd were generated by Nathaniel Heintz, Ph.D., The Rockefeller University, GENSAT, and purchased from MMRRC (stock #036395-UCD) (Crotti et al, 2014). *Cx3cr1*^*GFP*^ knock-in mice were from Jackson Laboratory (Strain No.: 005582). Since our initial characterization of the control genotypes *Tg(Cx3cr1-Cre) Arpc4*^*+/+*^ and Cre-negative *Arpc4*^*fl/fl*^ mice did not show any differences in microglia parameters relevant for this study (Figs. EV2 and EV3), we decided to use Cre-negative *Arpc4*^*fl/fl*^ mice as control animals for comparisons with age-matched littermate *Arpc4*^Δ*Cx3cr1*^ mice, allowing us to reduce surplus mouse generation in animal breedings, according to 3R ethical guidance principles. For the majority of experiments, adult *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ (*Arpc4*^Δ*Cx3cr1*^) mice were compared with age-matched littermate *Arpc4*^*fl/fl*^ control mice. For two-photon experiments, adult *Tg(Cx3cr1-Cre) Arpc4*^*fl/fl*^ *Cx3cr1*^*GFP/+*^ mice were compared with age-matched littermate *Arpc4*^*fl/fl*^ *Cx3cr1*^*GFP/+*^ control mice. *Tg(Cx3cr1-Cre)* was used heterozygous in all experiments.

Mice were bred in-house, and pups were kept with the adult female under standard light/dark conditions until 3 weeks of age, before they were weaned. Most of the experiments, including immunohistochemistry, RNAscope, and RNA sequencing, were performed on adult mice at 3 months of age. Both males and females were included in all analyses; we did not measure any influence of sex on our analyzed parameters in the study (Fig. EV4B). For microglia isolation, P6–P8 C57BL/6 J wildtype or knockout mice were used. The mice and samples, including brain sections, were allocated into experimental groups randomly.

### Mouse perfusion and immunohistochemistry

- Euthanize mice with CO₂.
- Perfuse immediately:
  - ∘ Make a small incision in the right atrium.
  - ∘ Start HBSS saline perfusion using a 20 mL dosing syringe.
- Dissect brains and postfix in 4% paraformaldehyde (PFA) overnight.
- Cryoprotect brains in 30% sucrose in PBS for ≥1 day.
- Embed/freeze on dry ice using Tissue-Tek OCT.
- Cut 30 µm coronal sections using a cryostat (Leica CM1900).
- Collect free-floating sections into 25% glycerol + 25% ethylene glycol in PBS.
- Rinse sections in 1× PBS + 0.2% Tween-20.
- Permeabilize in 0.5% Triton X-100 for 10–30 min (depending on primary antibody).
- Block endogenous mouse IgG:
  - ∘ Incubate with Fab fragment goat anti-mouse IgG (1:100; Dianova) for 1 h at RT.
- Block sections in 2.5% FCS + 2.5% BSA + 2.5% fish gelatin in PBS for 1 h at RT.
- Incubate with primary antibodies (diluted in 10% blocking solution) overnight at 4 °C.
- Incubate with secondary antibodies (in 10% blocking solution) for 1 h at RT.
- Wash with PBS, then distilled H₂O.
- Mount on Superfrost Plus slides using fluorescence mounting medium.
- For AXL staining, additionally perform antigen retrieval using citrate buffer (10 mM, pH 6) on free-floating sections.

### DAB immunohistochemistry staining

- Use VECTASTAIN® ABC Kit (standard; Vector Laboratories).
- Transfer free-floating 30 µm sections into a 24-well plate.
- Wash sections 3× in 1× PBS.
- Block endogenous peroxidase:
  - ∘ Incubate in 3% H₂O₂ for 20 min at 4 °C.
  - ∘ Wash with PBS.
- Incubate in 100% blocking solution (2.5% FCS + 2.5% BSA + 2.5% fish gelatin in PBS) for 20 min at RT.
- Incubate with primary antibodies (in 10% blocking solution) overnight at 4 °C.
- Wash with PBS.
- Incubate with biotinylated secondary antibodies for 1 h at RT.
- Wash with PBS.
- Prepare ABC solution:
  - ∘ Add 20 µL reagent A (Avidin DH) + 20 µL reagent B (biotinylated HRP H) in PBS.
  - ∘ Incubate sections in ABC solution for 30 min at RT.
- Wash 3×.
- Develop signal using DAB staining reagents.
- Stop reaction with distilled water.
- Wash with PBS and place sections on Superfrost Plus slides to dry.
- Rehydrate by decreasing ethanol concentrations in water.
- Counterstain with hematoxylin for 1 min.
- Dehydrate by increasing alcohols.
- Clear in xylol (Chemie Vertrieb GmbH).
- Mount with Depex.

### RNAscope in situ hybridization

- Use RNAscope Multiplex Fluorescent Detection Reagents v2 (ACD).
- Fix 30 µm cryosections on Superfrost Plus slides at −20 °C for 3 days.
- Pretreat sections:
  - ∘ Hydrogen peroxide for 10 min at RT.
  - ∘ Antigen retrieval by boiling for 12 min to unmask the target RNA.
- Apply Protease III for 30 min at 40 °C.
- Hybridize probe:
  - ∘ Incubate with mouse Ms4a7 probe (channel 1) for 2 h at 40 °C.
- Run controls:
  - ∘ Positive controls: Polr2a, Ppib, Ubc
  - ∘ Negative control: DapB
- Perform amplification and detection per kit instructions.
- Detect signal using TSA Vivid Fluorophore 570 diluted 1:2500 in TSA buffer.
- After ISH, perform IHC for microglia using IBA1 (Wako, 1:1000).
- Counterstain nuclei with DAPI.
- Mount with ProLong Gold Antifade (Invitrogen).

For more details, see https://static.yanyin.tech/literature_test/protocol_io_true/protocols.io.e6nvwk5p2vmk/i7wkbpw7x3.pdf.

### Confocal microscopy of microglia and image analysis

To analyze microglia numbers and morphology, confocal stacks (step size: 0.8 μm) were captured in the *z*-direction from indicated brain regions with 20× or 40× objectives of a Leica TCS SP8 and Zeiss LSM 780 confocal fluorescence microscopes. The DAB images were acquired via ZEISS Axio Imager A2. Images were processed and analyzed with the image processing software, including Imaris (version 9.6.1, Bitplane, Zurich, Switzerland) and ImageJ (version 1.53, National Institutes of Health, Bethesda, MD, USA; Schneider et al, 2012). A three-dimensional image was generated in the Imaris Surpass view. The cell density was determined using the spot function in Imaris software manually. To perform unbiased and automatic analysis of microglial morphometric parameters, including ramification and cell area, we used a MATLAB-based program, 3DMorph, relying on automatic, signal-threshold-based reconstruction, which is publicly available on Github (https://github.com/ElisaYork/3DMorph) (York et al, 2018). For the reconstruction of microglia cells, 30μm coronal brain sections were imaged with a 40x objective of the Zeiss LSM 780 confocal microscope. All images were processed with the following settings: Otsu thresholding 0.5–1.5; noise filtration 200–500. 30 to 40 cells were analyzed. The largest and smallest cells were defined on a per-image basis to maximize cell yield. Lastly, after reconstruction, the cells analyzed were quality-controlled in 3D to make sure that the cells segmented in one stack are cells that are not fused or cut off in the confocal stack. To ensure an unbiased result, the investigator was blinded. Cells localized on image borders in the X, Y, or Z plane were excluded from analysis. All movies were created using the open-source software ImageJ.

### Live-cell imaging of microglia in brain slices

#### Preparation of mouse brain slices

Mice were euthanized by decapitation following anesthesia with isoflurane. Acute 300-µm-thick brain slices were obtained from the hippocampus using a Leica VT1200 S microtome under protective conditions (Kyrargyri et al, 2019; Ting et al, 2014). Slicing was performed in 4 °C cold cutting solution containing: 87 mM NaCl, 25 mM NaHCO_3_, 2.5 mM KCl, 0.5 mM CaCl_2_, 3 mM MgCl_2_, 1.25 mM NaH_2_PO_4_, 25 mM glucose, 75 mM sucrose (pH 7.4, 315 mOsm/l). The slices were then allowed to recover at 34–36 °C in the cutting solution for 12–15 min before being transferred to a bicarbonate-buffered artificial cerebrospinal fluid (aCSF) at room temperature. This solution contained 125 mM NaCl, 2.5 mM KCl, 25 mM NaHCO_3_, 1.25 mM NaH_2_PO_4_, 2 mM CaCl_2_, 1 mM MgCl_2_, and 10 mM Glucose. Both solutions were continuously oxygenated with a 95% O_2_/5% CO_2_ gas mixture. Experiments were performed within 4 h of slicing to maintain microglial cells closely resembling the in vivo state, thereby reducing activation (Gyoneva and Traynelis, 2013; Kyrargyri et al, 2019).

#### Two-photon imaging

Microglia were imaged in acute brain slices at a depth of 50–150 μm beneath the slice surface using a Nikon A1R+ multiphoton microscope equipped with a 25X lens (NA 1.1) and a Spectraphysics laser (Mai Tai Insight Deepsee Dual), with brain slices continuously perfused with aCSF during imaging. For time-lapse imaging of microglial surveillance, 50 µm stacks with 2 µm z-intervals were acquired every minute using the laser tuned to a wavelength of 920 nm at a pixel dwell time of 2.2 μs. Images typically had a resolution of 512 × 512 (for live imaging), covering a square field of view of 258 µm. To study directed process motility (chemotaxis), a small tissue volume (10 μm) was ablated by briefly increasing laser power to 95% for 3–5 s. Image stacks of 25 µm thickness at 2 µm z-intervals were acquired every 30 s, with the laser ablation site centered in the field of view.

#### Analysis of imaging data

The imaging data for microglial surveillance and chemotaxis were processed using ImageJ and MATLAB (Version R2024A, MathWorks), following established methods (Kyrargyri et al, 2019; Madry et al, 2018) and custom-written code available at https://github.com/AttwellLab/Microglia. Key steps included background subtraction, median filtering, and correction for lateral and z-drift in 4D hyperstacks. A combination of automated and manual image processing steps was used. Only microglial cells that remained fully contained within the acquired z-stack throughout the entire imaging period were included in the analysis. This manual cell selection step was used as a quality-assurance measure to avoid partial-volume artifacts or incomplete cell reconstructions. Individual microglia were then manually thresholded to generate binary masks, as peripheral processes frequently exhibit lower fluorescence intensity compared to somata, rendering automated thresholding unreliable. All imaging analyses were performed with the experimenter blinded to the experimental conditions/genotypes. For surveillance analysis, the addition or removal of pixels (representing process extensions, PE, and process retractions, PR) was calculated frame by frame. The resulting “surveillance index” was defined as the sum of non-zero pixels in both PE and PR and corresponds to the brain volume surveilled by the cell over time, reflecting both the rate and spatial extent of process dynamics. To additionally assess morphological complexity independent of process motility, a ramification index was calculated as the ratio of the cell perimeter to its area, normalized to the perimeter of a circle with the same area. Together, these indices enable discrimination between reduced surveillance caused by loss of process complexity versus reduced movement of otherwise intact processes. For chemotaxis analysis, both manual and automated image processing steps were used. First, maximum-intensity projections of the 4D image stacks were generated, and microglial processes were manually thresholded to create binary masks, for the same reasons described for the surveillance analysis (i.e., heterogeneous fluorescence intensities across soma and peripheral processes). Next, the center of the laser ablation was manually defined by placing a hairpin marker at the ablation site. Based on this manually defined center, the software then automatically generated 36 radial sectors around the ablation site. At each time point, the distance between the leading edge of the chemotactic microglial processes and the defined ablation center was quantified, representing the progression of directed process extension toward the lesion over time. As chemotaxis proceeded, this distance progressively declined until processes converged at the ablation site. Each chemotactic response was treated as one biological unit, reflecting the coordinated response of all microglia involved in the chemotactic event. To compare chemotactic dynamics across animals, the full time-course of distance measurements was summarized by calculating the area under the curve (AUC). Lower AUC values reflect faster chemotactic convergence. AUC values were then averaged per mouse and used for statistical comparison between genotypes.

### Microglial cell isolation

P6–P8 microglia isolation (for culture)

- Dissect brains from P6–P8 mice.
- Dissociate tissue using Neural Tissue Dissociation Kit (Papain; Miltenyi).
- Mechanically dissociate using gentleMACS Octo Dissociator with Heaters (Miltenyi).
- Pass suspension through a 40 µm strainer.
- Wash twice with HBSS and FACS buffer (0.5% BSA + 2 mM EDTA in PBS).
- Sort microglia on FACSAria III (BD):
  - ∘ Stain with Zombie Violet viability dye (1:1000).
  - ∘ Block with mouse FcR-blocking reagent (CD16/CD32; eBioscience).
  - ∘ Label with lineage exclusion antibodies (CD3, CD19, Ly6C, Ly6G) and microglia markers (CD11b, CD45).
  - ∘ Sort viable single immune cells:
    - ∘ Control: CD45^low^ CD11b^high^
    - ∘ KO: CD45^low^ CD11b^low^/CD11b^high^
- Collect sorted cells into culture medium.
  Adult microglia isolation (for RNA-seq)
- Perfuse adult mice.
- Dissect and homogenize the brain with a Dounce homogenizer.
- Pass through a 70-µm strainer.
- Wash twice in HBSS containing 45% glucose and HEPES.
- Remove myelin by density gradient:
  - ∘ Resuspend pellet in 37% Percoll (Sigma) in 1× PBS
  - ∘ Centrifuge 800×*g*, 30 min, low acceleration, no brake
  - ∘ Remove the top membrane/myelin fraction by vacuum
- Wash pellet twice with FACS buffer (400×*g*, 5 min).
- Stain and gate as above; sort (Control: CD45^low^ CD11b^high^ and KO: CD45^low^ CD11b^low^/CD11b^high^) into lysis buffer for RNA extraction.

### Matrigel 3D culture

- Seed FACS-sorted microglia into 40% Matrigel (Corning) supplemented with:
  - ∘ 20% L929 conditioned medium
  - ∘ 1.5 µg cholesterol
  - ∘ 100 ng/mL IL-34
  - ∘ 2 ng/mL TGF
- Prepare ice-cold 96-well Incucyte ImageLock plates.
- Add Matrigel mix containing 8000 cells/well.
- Centrifuge 3 min at 75×*g*, 4 °C to place cells into one focal plane.
- Polymerize gel:
  - ∘ Incubate at 37 °C for 30 min
- Rest at RT 10 min, then add 200 µL medium on top.
- Acquire time-lapse imaging using Incucyte S3:
  - ∘ Image every 15 min for 18 h
  - ∘ Use the ImageLock module and 20× objective

### Intracellular flow cytometry

- Homogenize adult brain tissue with a Dounce homogenizer in HBSS buffer containing:
  - 1.5% HEPES
  - 1% of 45% glucose in HBSS
- Pass through a 70-µm strainer.
- Wash once; resuspend pellet in 37% Percoll in PBS 1×.
- Centrifuge 800×*g* for 30 min, no brake.
- Remove the myelin layer; wash pellet and resuspend in FACS buffer (0.5% BSA + 2 mM EDTA in PBS).
- Stain with Zombie Violet (1:1000) + surface markers (lineage exclusion antibodies, CD3, CD19, Ly6C, Ly6G, and microglia markers,CD11b and CD45).
- Fix/permeabilize with BD Transcription Factor Buffer Set Fix/Perm for 2 h at RT.
- Wash; incubate in Perm/Wash buffer (on ice, 1 h) with:
  - unconjugated anti-ARPC4 (1:300)
  - anti-ARPC2–Alexa Fluor 488 (1:250)
- Wash twice; incubate 1 h with Alexa Fluor 488–anti-goat secondary (Jackson ImmunoResearch) to detect ARPC2 and ARPC4.
- Wash twice; resuspend in FACS buffer and analyse by flow cytometry.

### Bulk RNA sequencing

The isolated microglia were homogenized in RLT buffer using QIAShredder (QIAGEN), and the total RNA was extracted using RNeasy Micro Kit (QIAGEN). cDNA was synthesized using Ovation RNA-Seq System V2 (NuGEN). Library Preparation was done according to instructions from Illumina Stranded Total RNA Prep with Ribo-Zero Plus (20040529, Illumina), samples were sequenced paired end (2 × 100 bp) on a NovaSeq6000 (Illumina). Bulk RNA sequencing data were processed using snakePipes version 2.5.1, a comprehensive bioinformatics suite of pipelines built using snakemake and Python (Bhardwaj et al, 2019). Raw reads were quality-checked using FastQC, and adapters were trimmed using Cutadapt. The cleaned reads were aligned to the mouse reference genome (GRCm38) using the STAR aligner. FeatureCounts was employed to quantify gene expression levels. Differential expression analysis was conducted using DESeq2, integrated within the mRNAseq workflow in snakePipes. Genes with a fold change greater than two and *p* values less than 0.05 were considered for further hypergeometric pathway enrichment analysis.

### ScRNA sequencing

For single-cell library preparation, microglia were isolated from four male control, three male *Arpc4*^ΔCx3cr1^, and unintendedly one female *Arpc4*^ΔCx3cr1^ littermate mice, all age-matched and housed under identical conditions. Animal dissection, fluorescence-activated cell sorting (FACS)-based microglia isolation, GEM generation, and cDNA amplification were performed on the same day by the same operator using identical reagents, instrument settings, and a single lot of consumables to minimize technical variation. Viable (DAPI^-^) single CD45^+^ cells were sorted from control and *Arpc4*^ΔCx3cr1^ for the analysis. Cells from each mouse were individually barcoded using 10X Feature Barcoding with Cell Multiplex Oligos (CMOs) and counted before pooling equal cell numbers from each animal into a single suspension, from which one pooled library was prepared. This design ensured equal representation of each animal and avoided multiple experimental batches. 

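The deposited tables hold 1257, 2831, 2705 and 2650 cells from the 4 control mice and 2632, 2543, 2704 and 2542 from the 4 *Arpc4* Δ*Cx3cr1 mice. In 98.9 to 100% of the cells of each mouse, the tag with the most UMIs was that of the mouse. The median share of the own tag among a cell's tag UMIs was 74.2 to 97.7% per mouse, and 624 cells had under 50%.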

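Transcripts of sex-linked genes were counted over all cells of each mouse. *Xist* (ENSMUSG00000086503, X chromosome, 103460366 to 103483254, where 2 genes overlap it on the same strand), which is transcribed from the inactive X chromosome, had 1276 CPM in *Arpc4* Δ*Cx3cr1 mouse 1 and 4.30 to 13.6 CPM in the other mice. The Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had 15.1 CPM in *Arpc4* Δ*Cx3cr1 mouse 1 and 267 to 328 CPM in the other mice.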

The female *Arpc4*^ΔCx3cr1^ mouse was excluded from downstream analysis to avoid potential sex-related bias. Cells were loaded onto a Chromium Single Cell 3′ G Chip (10X Genomics) according to the manufacturer’s instructions without modifications using Chromium Next GEM Single Cell 3’ Reagents Kit v3.1 (10X Genomics). Individual biological samples were multiplexed using Cell Multiplex Oligos (CMOs) for CellPlex reagents. Dual Index Plate NN Set A (10x Genomics) was used for Cell Multiplexing library construction, and Dual Index Plate TT Set A was used for Gene Expression library construction according to the manufacturer’s instructions. The cDNA content and size of post-sample index PCR samples was analyzed using a 2100 BioAnalyzer (Agilent). Library quantification was done using NEB Next® Library Quant Kit for Illumina® (New England Biolabs) following manufacturer’s instructions. Sequencing libraries were loaded on an Illumina NextSeq 1000 P2 flow cell, with sequencing settings according to the recommendations of 10× Genomics (read 1: 28 cycles, read 2: 90 cycles, i7 index: 10 cycles, i5 index: 10 cycles). Cell Ranger v7.1.0 software was used to align the sequencing data to the mouse genome mm10. The indexed mouse genome used for alignment was downloaded from 10x genomics (refdata-gex-mm10-2020-A). The single-cell data were loaded into R and into a Seurat object (v.4) for demultiplexing and subsequent bioinformatics analysis. Cells with a high mitochondrial content (>20%) or a low number of genes detected (<200) were discarded. SoupX (Young and Behjati, 2020) was used to estimate and remove cells contaminated by ambient mRNA. The data were normalized with the “LogNormalized” method and scaled. The top 10,000 variable genes were used for the principal component analysis, and the UMAP was generated using the top 20 principal components. The Louvain algorithm with resolution = 0.8 from the FindClusters function was used to assign clusters to cells in an unbiased way. Cell type annotation was performed manually using common markers as reference. Other bioinformatics analyses and data visualization were performed with the other Seurat or ggplot2 functions.

### Quantification and statistical analysis

One-way analysis of variance (ANOVA) followed by the Bonferroni post hoc test was applied to compare more than two groups. A two-tailed Student’s *t*-test was performed for comparison of two groups. Two-way ANOVA followed by a Bonferroni post hoc test was used for analyzing the interaction of different variables (age, genotype, brain region, or treatment reagent). For both surveillance and chemotaxis analyses, data were first aggregated at the level of the individual animal. Surveillance and ramification indices were averaged per cell and then across all analyzed cells per animal. For chemotaxis, AUC values from individual chemotactic events were averaged per mouse. These per-mouse mean values served as the statistical units for group comparison, ensuring that each animal contributed a single data point. Normality and equality of variances were assessed prior to testing. Depending on test assumptions, either a two-sided Student’s *t*-test (equal variances) or a Welch’s *t*-test (unequal variances) was applied. Statistical analyses were done using GraphPad Prism (GraphPad Software, Inc.). A *P* value of <0.05 was considered significant. The type of statistical test and the *P* value for each experiment are included in the figure legends. All cell culture experiments using primary cells were done at least three times independently to ensure reproducibility. Technical and biological replicates were included. The average of at least three technical replicates was counted as one biological replicate, which was then used for statistical analysis and comparison within the biological replicates. For all mouse experiments, three to four mice per genotype were analyzed. To account for variability within the biological sample for histological analysis, three random brain sections per animal were quantified, and three to four random regions of interest per brain section were analyzed. All values obtained from in vivo and in vitro experiments were represented as mean ±  s.d. Sample sizes were chosen based on prior literature using similar experimental paradigms. The calculated Cohen’s *d*, showing the effect size in each analysis in this work, can be found in the statistics table in Dataset EV1. The value of *n* per group and what n represents in each experiment can be found in the figure legends. Data acquisition and analysis for wild-type and knockout samples were done in a blinded manner, and no data were excluded from any analysis. Only in the scRNAseq data (see before), data from one unintendedly sequenced female *Arpc4*^ΔCx3cr1^ mouse was excluded from downstream analysis to avoid potential sex-related bias.

## Supplementary information

Peer Review File

Dataset EV1

Movie EV1

Movie EV2

Movie EV3

Source data Fig. 1

Source data Fig. 2

Source data Fig. 3

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

Figure EV1 Source Data

Figure EV2 Source Data

Figure EV3 Source Data

Expanded View Figures

## Data Availability

The single-cell RNA sequencing data generated during this study are available in the NCBI database through accession number GSE288625. The data for Bulk RNA sequencing have been deposited in the European Nucleotide Archive (ENA) at EMBL-EBI under accession number PRJEB101196. All other data that support the findings are available as a source data file. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44319-026-00721-8.

# Supplementary material for: The Arp2/3 complex controls the development of homeostatic microglia
**Source:** EMBO Rep. 2026 Feb 27;27(7):1696–719. doi: 10.1038/s44319-026-00721-8
**Supplement:** Supplementary file 2 — Dataset EV1

| Figure               | Cohen's <i>d</i>                   | <i>P</i> value          |
|----------------------|------------------------------------|-------------------------|
| 1B, Ramification     | Cortex: 2.195603535                | 0.0046                  |
|                      | CC: 3.178566571                    | 0.0049                  |
| 1B, Cell territory   | Cortex: 3.113389387                | 0.0237                  |
|                      | CC: 3.235261776                    | 0.0078                  |
| 1D                   | 3wks: -5.178598483                 | 0.0006                  |
|                      | 12wks: -7.497742529                | 0.00001                 |
| 2C                   | 13.67697292                        | 9.69 x 10 <sup>-4</sup> |
| 2D                   | 10.1631322                         | 0.01891                 |
| 3B                   | 27.2957285                         | 0.00001                 |
| 4C                   | -10.319203                         | 0.025                   |
| 5H                   | -5.5773576                         | 0.0017                  |
| 6D                   | pSMAD2: -3.9226957                 | 0.0059                  |
|                      | pSMAD3: -6.8645225                 | 0.0002                  |
| EV1C                 | 3wks: -0.734386001                 | >0.9999                 |
|                      | 12wks: -0.293545381                | >0.9999                 |
| EV1E, Ramification   | Cortex: 1.004740624                | >0.9999                 |
|                      | CC: 0.532511366                    | >0.9999                 |
| EV1E, Cell territory | Cortex: 1.149157934                | >0.9999                 |
|                      | CC: -0.535153072                   | >0.9999                 |
| EV3B, Ramification   | Ctrl: F vs M, Cortex: -0.522573882 | >0.9999                 |
|                      | Ctrl: F vs M, CC: -0.748829235     | >0.9999                 |
| EV3B, Ramification   | KO: F vs M, Cortex: -0.140152368   | >0.9999                 |
|                      | KO: F vs M, CC: 1.161829638        | >0.9999                 |
| EV3B, Cell territory | Ctrl: F vs M, Cortex: -0.2031523   | >0.9999                 |
|                      | Ctrl: F vs M, CC: -1.3922604       | >0.9999                 |
| EV3B, Cell territory | KO: F vs M, Cortex: 0.49971122     | >0.9999                 |
|                      | KO: F vs M, CC: 0.5149625          | >0.9999                 |

# Supplementary material for: The Arp2/3 complex controls the development of homeostatic microglia
**Source:** EMBO Rep. 2026 Feb 27;27(7):1696–719. doi: 10.1038/s44319-026-00721-8
**Supplement:** Supplementary file 15 — Expanded View Figures

## Expanded View Figures

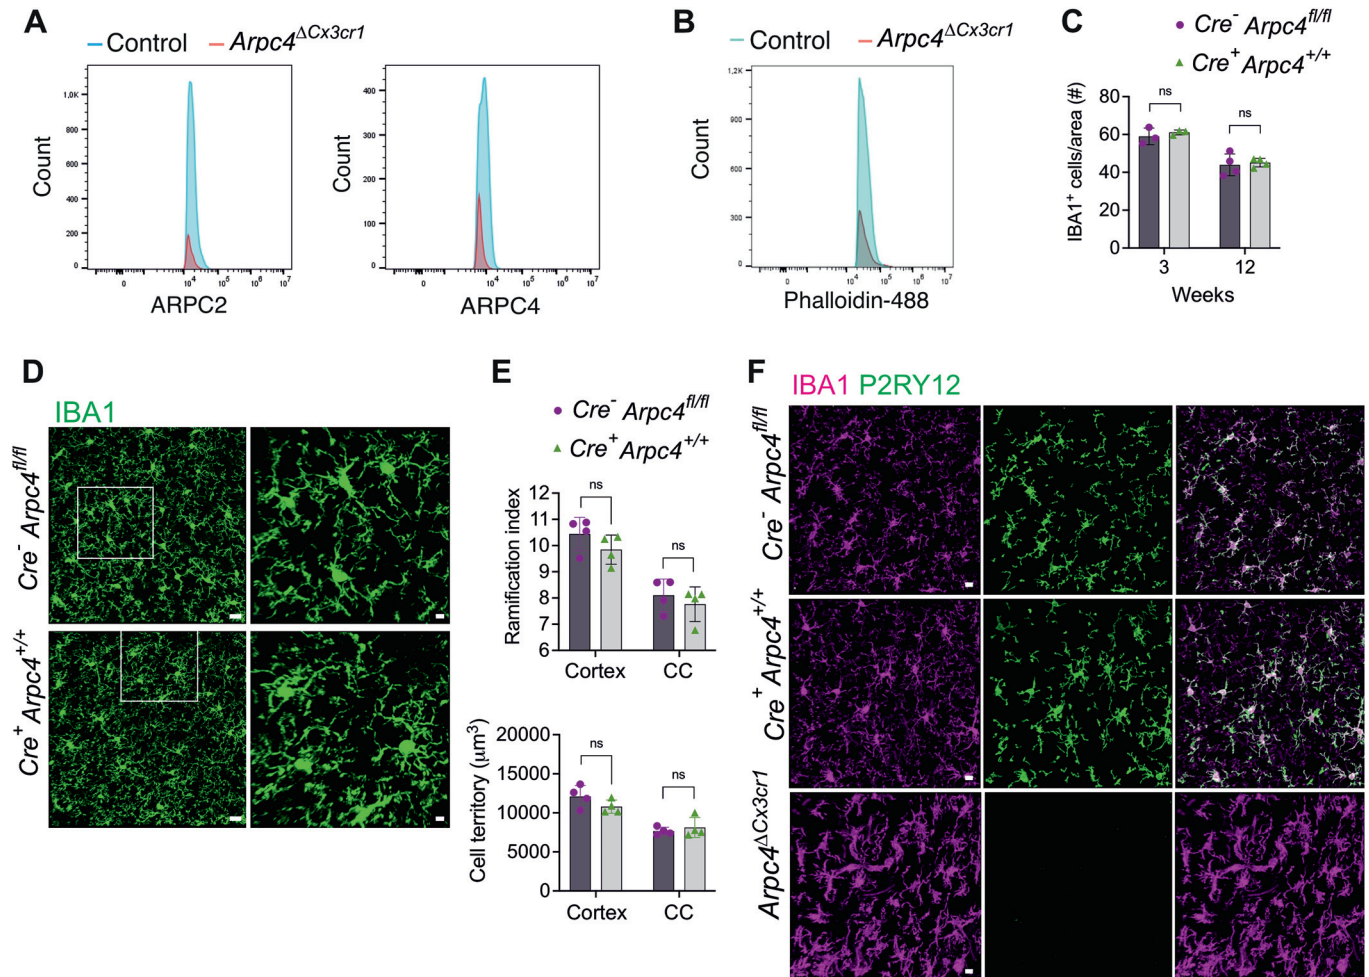

**Figure EV1. Microglia characteristics in *Tg(Cx3cr1-Cre)*-expressing and *Tg(Cx3cr1-Cre)*-negative *Arpc4<sup>+/+</sup>* mice.**

(A) Flow cytometric analysis of ARPC2 and ARPC4 expression in 12-week-old *Tg(Cx3cr1-Cre) Arpc4<sup>fl/fl</sup>* (*Arpc4<sup>ΔCx3cr1</sup>*) and *Arpc4<sup>fl/fl</sup>* control mice (Biological replicates: *n* = 4 mice per group, Technical replicates: *n* = 3 experiments). (B) Flow cytometric analysis of Alexa Fluor 488-conjugated phalloidin, indicating global levels of F-actin in microglia from 12-week-old *Arpc4<sup>ΔCx3cr1</sup>* and control mice (Biological replicates: *n* = 4 mice per group, Technical replicates: *n* = 2 experiments). (C) Quantification of microglial cell number in the cortex of 3- and 12-week-old *Cre<sup>+</sup> Arpc4<sup>+/+</sup>* and *Cre<sup>-</sup> Arpc4<sup>fl/fl</sup>* mice (*n* = 3–4 mice per group, data were presented as mean ± s.d., two-tailed Student's *t*-test, ns: *P* > 0.9999). (D, E) Representative images of IBA1<sup>+</sup> microglia morphology and quantification of microglia ramification and cell territory in 12-week-old *Tg(Cx3cr1-Cre) Arpc4<sup>+/+</sup>* (*Cre<sup>+</sup> Arpc4<sup>+/+</sup>*) and *Cre<sup>-</sup> Arpc4<sup>fl/fl</sup>* mice. Scale bar: 20 μm (left) and 5 μm (right) (*n* = 4 mice per group, data are presented as mean ± s.d., two-tailed Student's *t*-test, ns not significant). (F) Representative images showing IBA1<sup>+</sup>/P2RY12<sup>+</sup> microglia in 12-week-old *Cre<sup>+</sup> Arpc4<sup>+/+</sup>*, *Cre<sup>-</sup> Arpc4<sup>fl/fl</sup>* and *Tg(Cx3cr1-Cre) Arpc4<sup>fl/fl</sup>* (*Arpc4<sup>ΔCx3cr1</sup>*) mice, scale bar: 20 μm. Source data are available online for this figure.

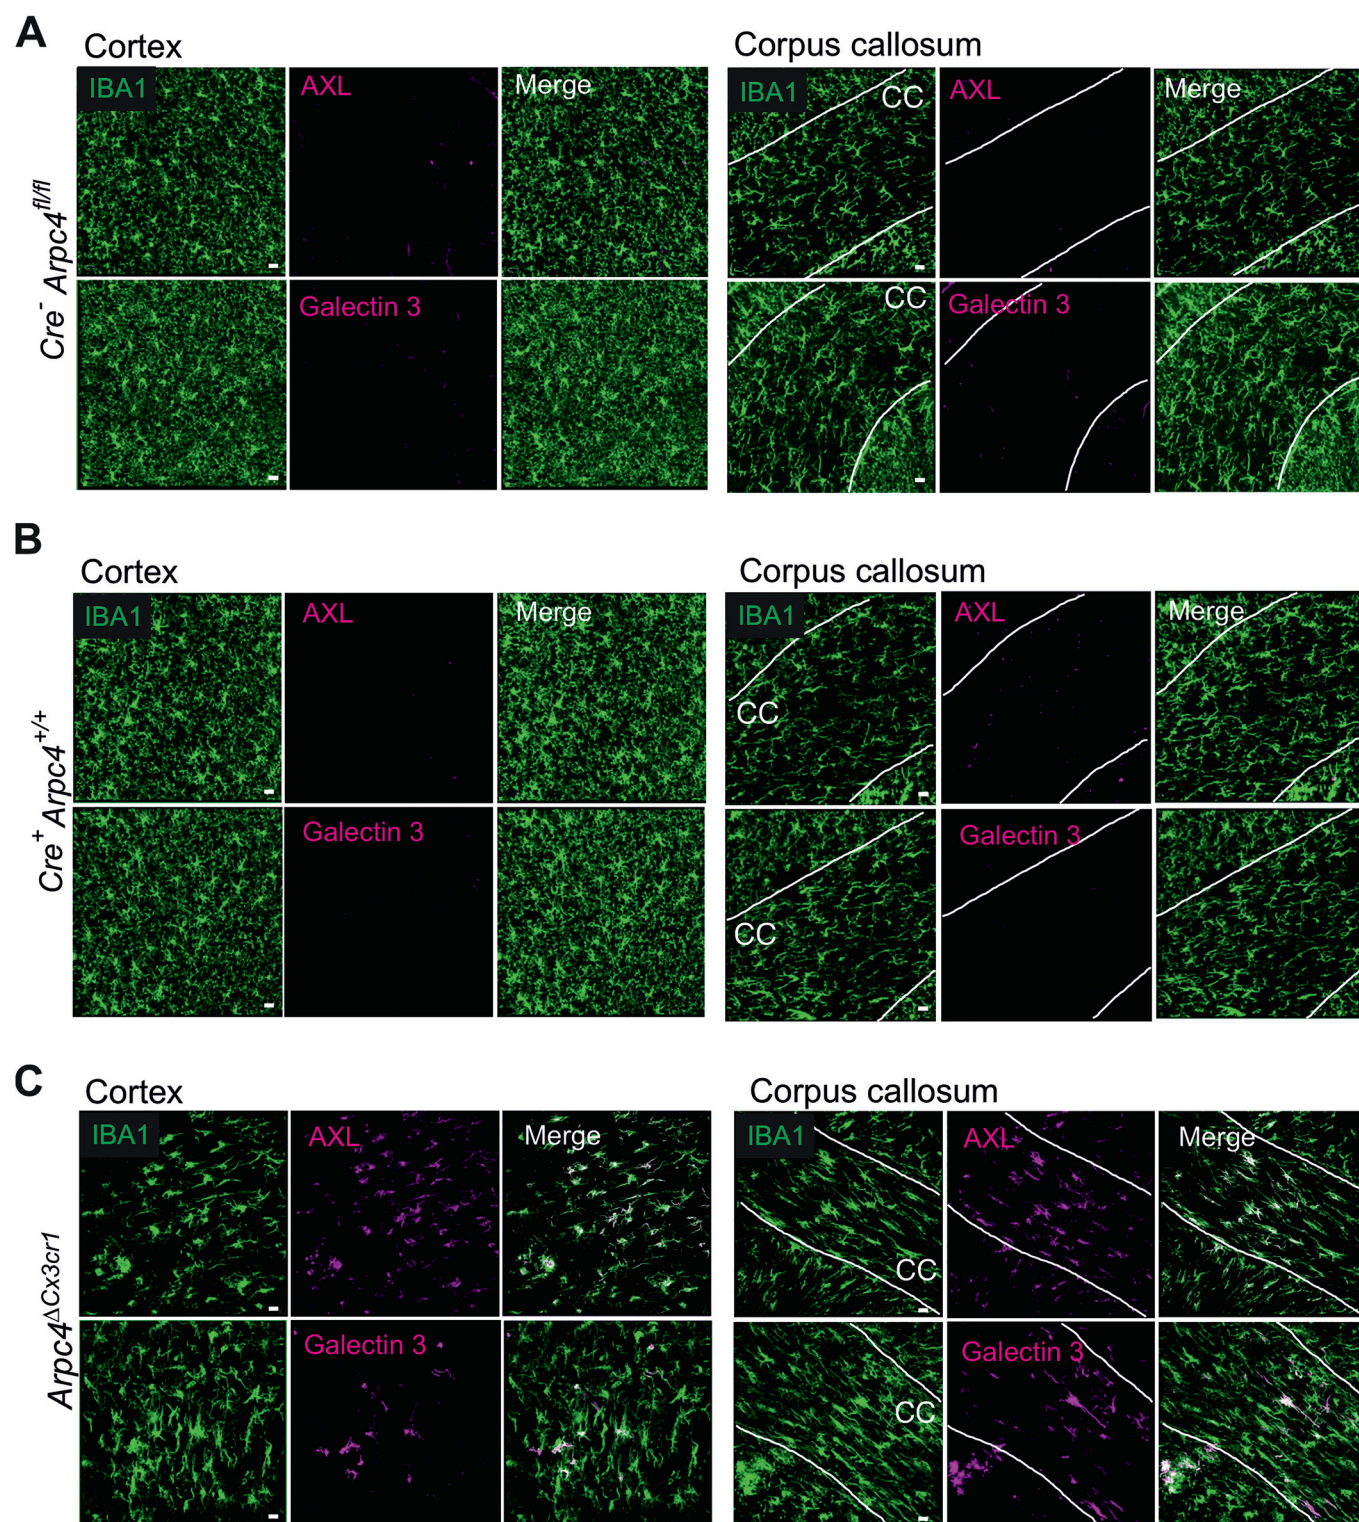

**Figure EV2. Microglial activation in *Cre<sup>+</sup> Arpc4<sup>+/+</sup>* compared to the control (*Cre<sup>-</sup> Arpc4<sup>fl/fl</sup>*) and *Arpc4<sup>ΔCx3cr1</sup>* mice.**

Representative images of AXL and Galectin-3 expression in IBA1<sup>+</sup> microglia in the cortex and corpus callosum in 12-weeks-old *Cre*-negative *Arpc4<sup>fl/fl</sup>* (*Cre<sup>-</sup> Arpc4<sup>fl/fl</sup>*) (A), *Tg(Cx3cr1-Cre) Arpc4<sup>+/+</sup>* (*Cre<sup>+</sup> Arpc4<sup>+/+</sup>*) (B), and *Tg(Cx3cr1-Cre) Arpc4<sup>+/+</sup>* (*Arpc4<sup>ΔCx3cr1</sup>*) (C) mice. Scale bar: 20  $\mu$ m. Confocal microscopy overview images come from stitched tile scans of immunostained brain tissues. Source data are available online for this figure.

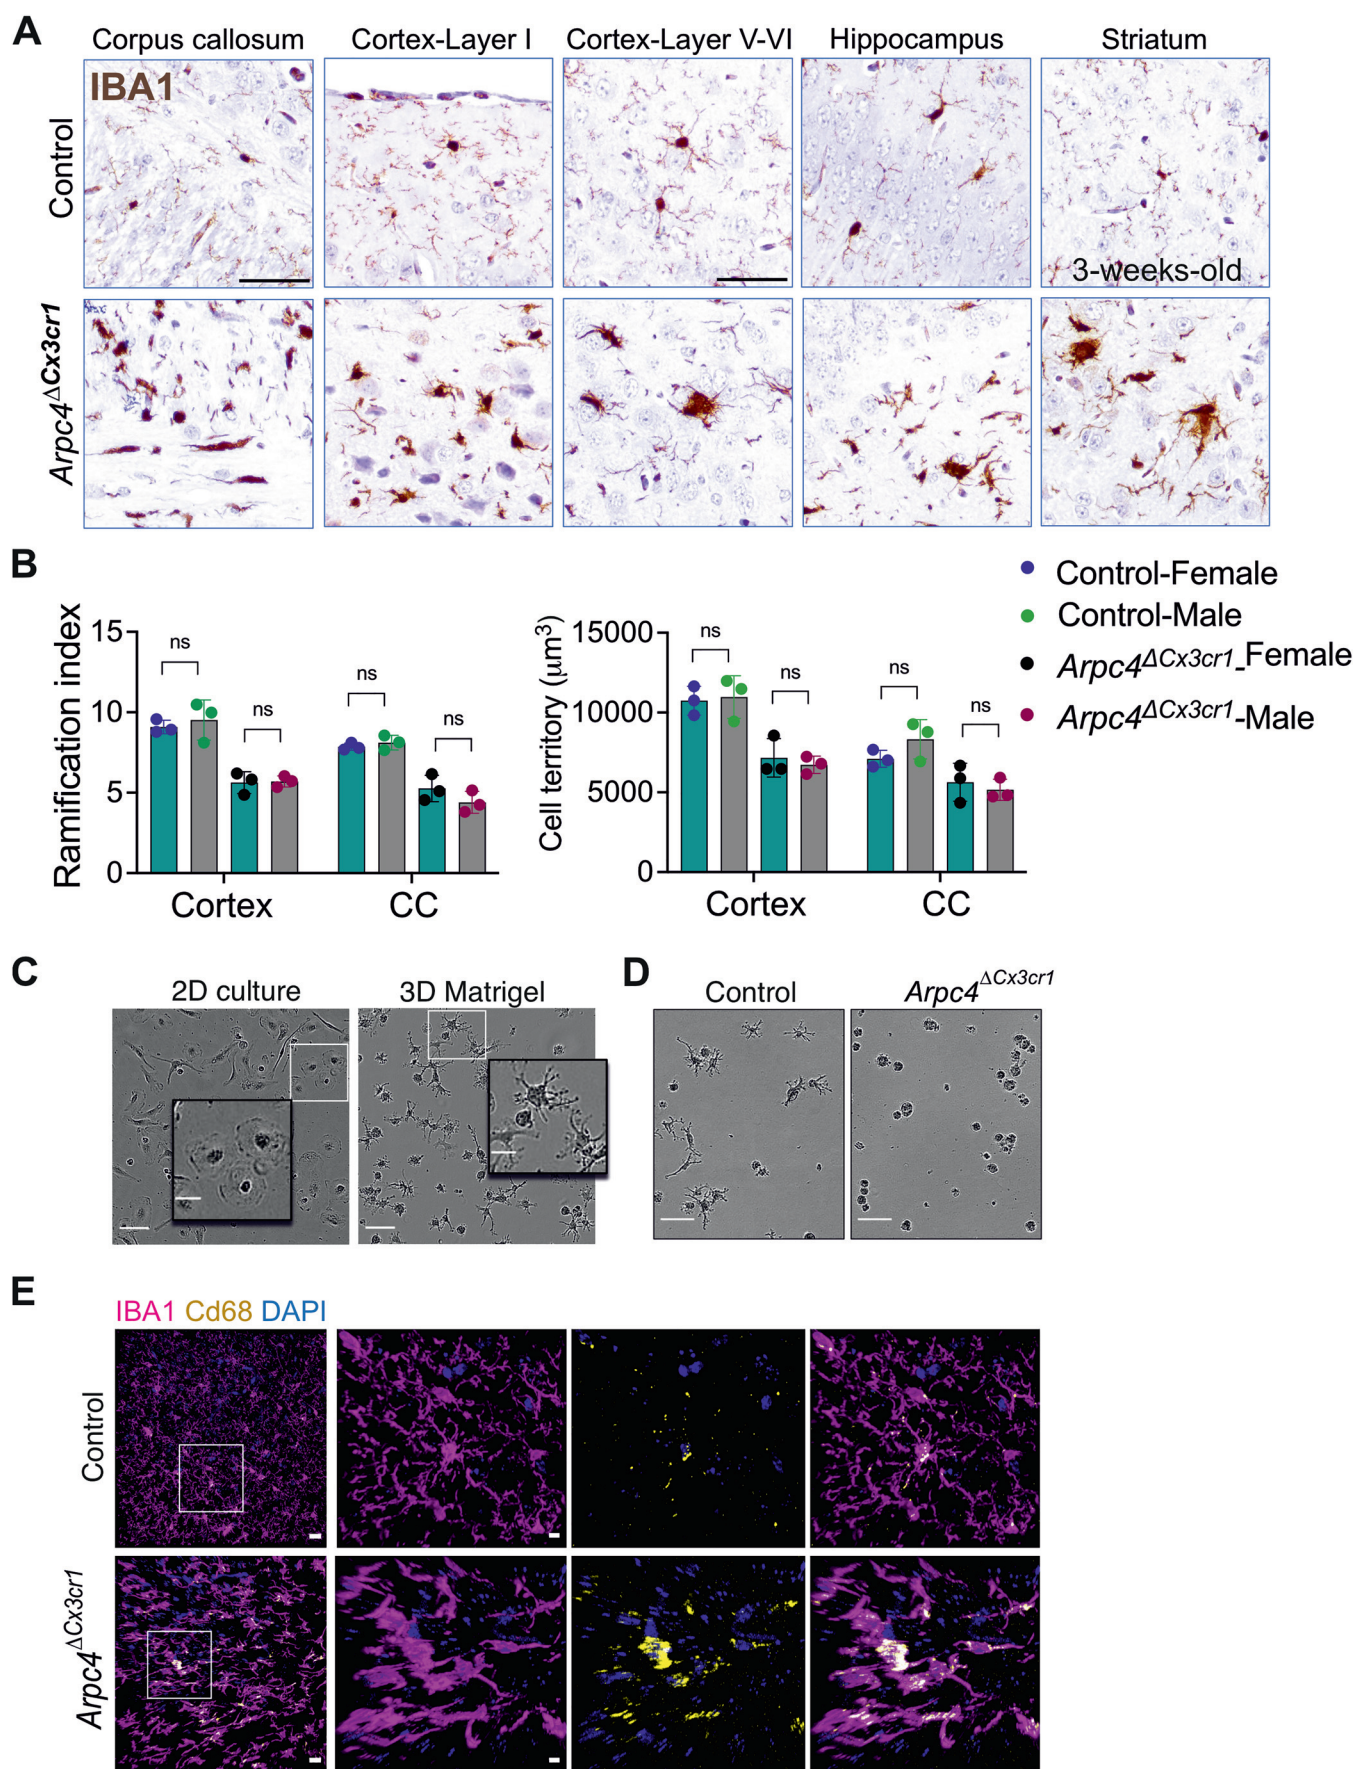

◀ **Figure EV3. Microglial morphology upon *Arpc4* depletion in vivo and in vitro.**

(A) Representative DAB-stained images of microglial morphology in different brain regions in 3-week-old *Arpc4*<sup>ΔCx3cr1</sup> and control mice. Scale bar: 100 μm. (B) Quantification of microglia ramification and cell territory in 12-week-old female and male *Arpc4*<sup>fl/fl</sup> (control) and *Tg(Cx3cr1-Cre) Arpc4*<sup>fl/fl</sup> (*Arpc4*<sup>ΔCx3cr1</sup>) mice (*n* = 3 mice per group, data are presented as mean ± s.d., two-tailed Student's *t*-test, ns: *P* > 0.9999). (C) Comparison of wild-type microglia morphology in 2D and Matrigel 3D culture systems. Scale bar: 50 μm. (D) *Arpc4*<sup>ΔCx3cr1</sup> and control microglia in the Matrigel 3D culture after 10 h. Scale bar: 50 μm. (E) Representative images of CD68 immunolabeling of IBA1<sup>+</sup> microglia in 3-week-old *Arpc4*<sup>ΔCx3cr1</sup> and control mice. Scale bar: 20 μm (overview), 7 μm (zoom-in). Source data are available online for this figure.

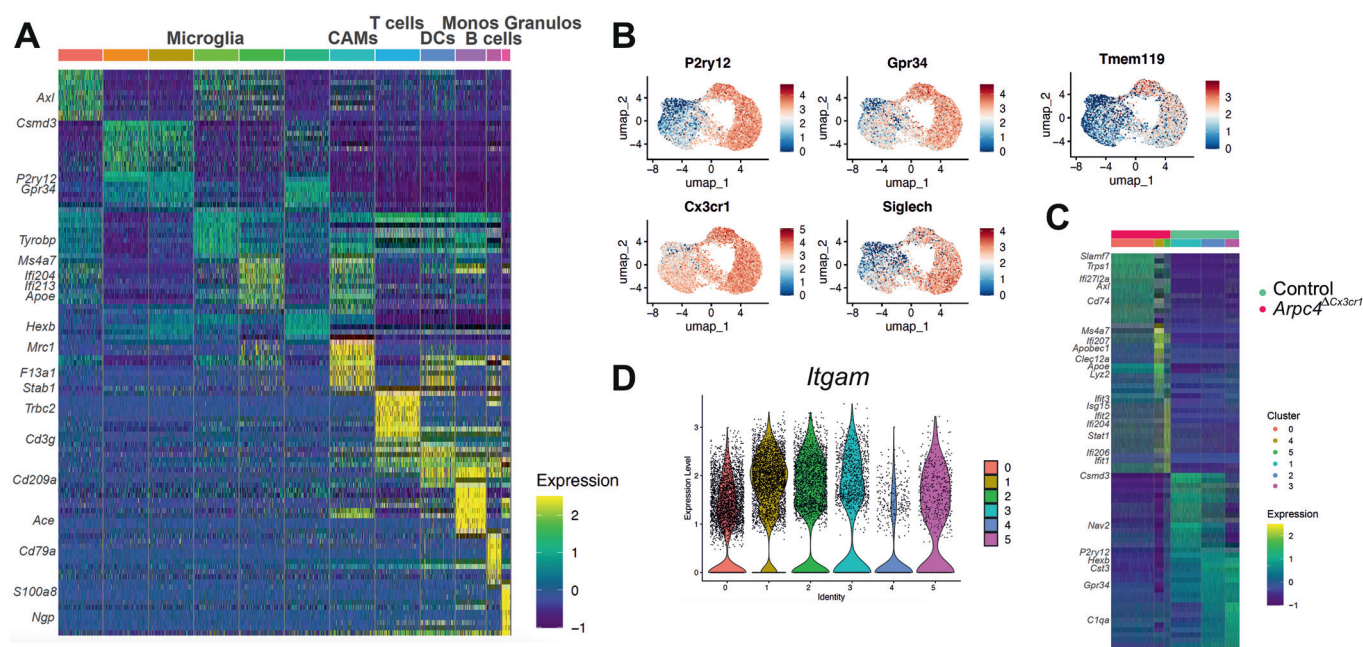

**Figure EV4. Downregulation of TGF $\beta$ -dependent microglial homeostatic signature, their reactive phenotype in *Arpc4* $\Delta$ *Cx3cr1* mice.**

(A) Heat map of genes (rows) of all the cell types that are highlighted in Fig. 3A. B. Key genes are highlighted. Colors in the heat map correspond to normalized, scaled expression. 

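The levels of *P2ry12*, *Gpr34*, *Cx3cr1*, *Siglech* and *Tmem119* in each of the 12 microglia clusters are means of the CPM of the mice of the genotype that makes up most of the cluster, scaled by library total alone. In the *Ms4a7*-high cluster they were 347 ± 101.2 CPM for *P2ry12*, 469.5 ± 180.1 for *Gpr34*, 1487.5 ± 343 for *Cx3cr1*, 346 ± 92.4 for *Siglech* and 169 ± 3.82 for *Tmem119* (SD, n = 4 mice). The lowest means of the other clusters were 365 CPM for *P2ry12*, 354 for *Siglech* and 145 for *Tmem119*, all in cluster 8, 679 for *Gpr34* in cluster 9 and 1352 for *Cx3cr1* in cluster 10. The 4 clusters mostly of control cells had 2715 to 2914 CPM for *P2ry12*, 2040 to 2873 for *Gpr34*, 3569.8 to 4007 for *Cx3cr1*, 1252 to 1760 for *Siglech* and 639.7 to 1067 for *Tmem119*, each above the highest of the other clusters. *Gpr34* (ENSMUSG00000040229, X chromosome, 13632089 to 13640858) was lower than in control microglia with an adjusted p under 0.05 in 8 of 8 clusters mostly of *Arpc4* Δ*Cx3cr1 cells. Within *Arpc4* Δ*Cx3cr1 mice, *Gpr34* and *Cx3cr1* differed between the *Ms4a7*-high cluster and the other cells with an adjusted p of 0.0689 and 0.0589, and with the mouse as a block with 2.75e-09 and 1.50e-06 (edgeR with Benjamini-Hochberg adjustment). Over the settings, the highest was 0.462 and 0.330.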

(B) Expression levels of microglial homeostatic genes, *P2ry12*, *Gpr34*, *Cx3cr1*, *Siglech*, and *Tmem119* in microglia clusters. (C) Heat map of genes (rows) of microglia clusters that are highlighted in Fig. 3C. Key genes are highlighted. Colors in the heat map correspond to normalized, scaled expression. 

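By mean CPM over the mice of the majority genotype, scaled by the total alone, *Itgam* was lowest in the *Ms4a7*-high cluster, at 109.9 ± 9.63 CPM (SD, n = 4 *Arpc4* Δ*Cx3cr1 mice). The other 7 clusters mostly of *Arpc4* Δ*Cx3cr1 cells had 177 to 503 CPM, with the lowest value in cluster 10, and the 4 clusters mostly of control cells had 502 to 635 CPM. Over all microglia-like cells, *Itgam* had 551 ± 26.8 CPM in control and 292 ± 46.8 CPM in *Arpc4* Δ*Cx3cr1 mice (SD, n = 4 each; log2 fold change −0.91, standard error 0.10, adjusted p = 2.83e-05, edgeR with Benjamini-Hochberg adjustment).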

(D) Violin plots showing the expression level of *Itgam* in the microglial clusters in *Arpc4* $\Delta$ *Cx3cr1* and control mice ( $n = 4$  control and 3 *Arpc4* $\Delta$ *Cx3cr1* mice).

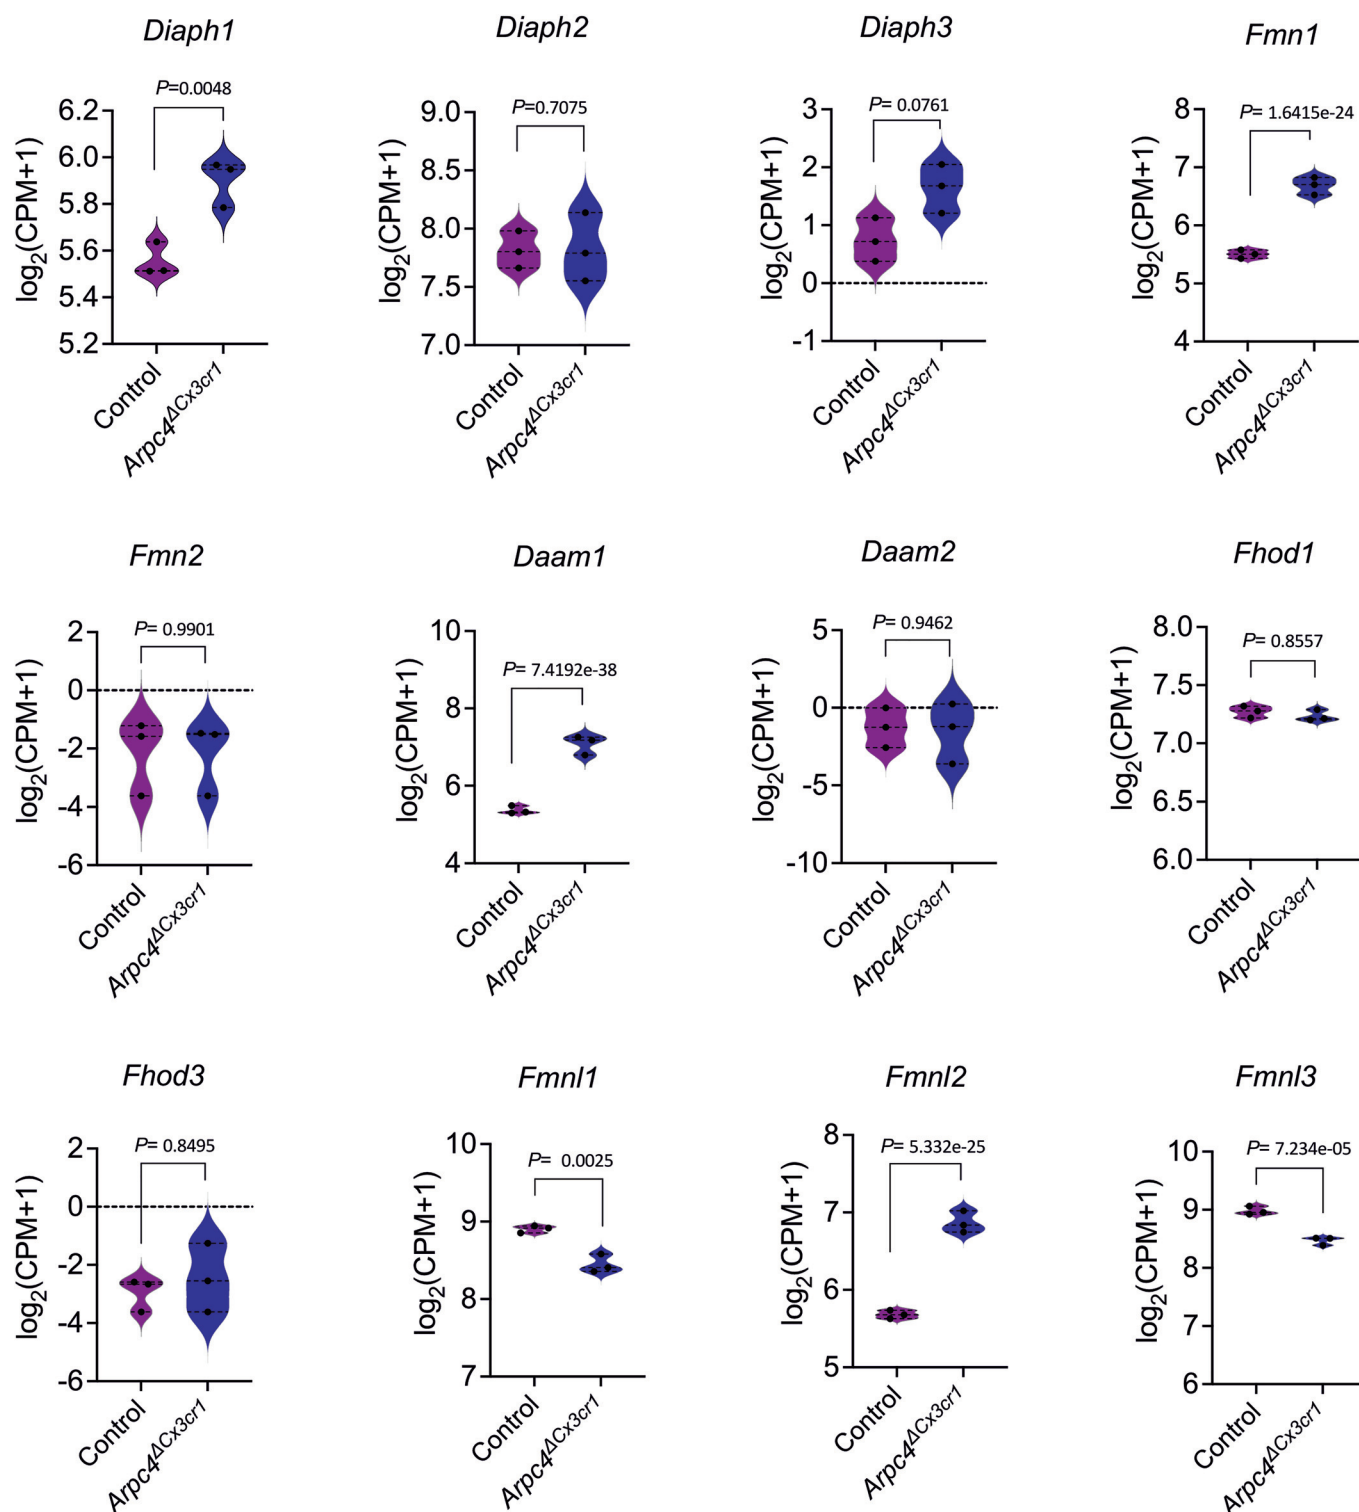

**Figure EV5. Expression levels of formin/diaphanous family of proteins.**

Violin plots showing gene expression levels of formin/diaphanous family of proteins in microglia isolated from *Arpc4*<sup>ΔCx3cr1</sup> and control mice (n = 4 control and 3 *Arpc4*<sup>ΔCx3cr1</sup> mice). Data were retrieved from bulk RNA-seq data sets from CNS-isolated microglia, analyzed in Fig. 3C-F. CPM counts per million.

How the deposited data were processed for this re-analysis (not part of the article)

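Brain cells of 4 control and 4 *Arpc4* Δ*Cx3cr1 mice, 12 weeks old, were sorted as CD45+ cells, tagged per mouse and pooled into 1 library, from which the 3′ ends of transcripts were sequenced. The condition and number of each mouse were taken from the labels of the deposited data. The authors aligned the reads to mm10 with Cell Ranger, assigned cells to mice by their tags and deposited raw UMI counts, not normalized and not corrected for ambient RNA, as 1 table per mouse and 1 unfiltered table of the pool. The whole numbers in these tables, and the equal totals of the 19864 cells in the table of their mouse and in that of the pool, were checked. The tables hold 32285 genes and 12 tags. The tags take 17.9 to 59.3% of the UMIs of a mouse and were kept out of every total. Of the gene identifiers, 32158 were matched to the GENCODE vM21 annotation, from which positions and overlapping genes were read. The paper does not say which *Arpc4* Δ*Cx3cr1 mouse was the female one, so all 8 mice were used. Bulk RNA sequencing, staining and imaging were not analysed here, and neither the SoupX step nor the REACTOME analysis was used here.

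The pool holds 2404018 barcodes with 144327770 UMIs on genes, 59.9% of them in the deposited cells. The 1769098 barcodes with at most 100 UMIs, taken as empty droplets, hold 4.74%. The median mouse had 10557676 UMIs on genes among the controls and 12663012 among the *Arpc4* Δ*Cx3cr1 mice, and the sums over microglia-like cells held 4191472 to 11690546. Intervals around shares of cells are exact 95% binomial intervals and cover counting error only.

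Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept. Counts were log-normalized, reduced to 20 principal components of 10000 variable genes and clustered with the Louvain method at resolution 0.8 on 20 nearest neighbours, with Seurat 5.3.0 in R 4.3.3. Clusters were named from lists of marker genes of microglia, CAMs, monocytes, T cells, natural killer cells, B cells, dendritic cells, granulocytes, proliferating cells and cells of the brain tissue, partly read from the figures of the paper. A cluster took the name of another class than microglia if the median of that class over its markers was higher than in the other clusters by at least 1 on the log2 scale (with a prior of 10 CPM). Of the rest, a cluster took the name microglia if at least 3 microglia markers lay by 1 or more above the clusters of T cells, B cells and granulocytes, and no other class had more such markers. Clusters whose median UMI count was under that of their own mice divided by 3, with no marker of their class among their leading 10 genes, stayed unnamed. The limits on the log2 scale, the prior and the preference for microglia at equal numbers were chosen after the clusters had been seen. No cluster was led by the markers of natural killer cells, dendritic cells or cells of the brain tissue. Microglia-like cells were clustered again with the same settings and without the 22 genes named by the paper, *Arpc4* and 5 sex-linked genes. The cluster with the highest mean *Ms4a7* level in *Arpc4* Δ*Cx3cr1 cells, with any other of at least that level divided by 2, made the *Ms4a7*-high cluster, which was 1 cluster of the 12. Clusters with over 50% of their cells from *Arpc4* Δ*Cx3cr1 mice, each mouse weighted equally, were taken as mostly of *Arpc4* Δ*Cx3cr1 cells.

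UMIs were summed per mouse, and per cluster where it held at least 10 cells of the mouse. Sums were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, Benjamini-Hochberg adjusted p under 0.05), between genotypes, between the *Ms4a7*-high cluster and the other microglia-like cells of *Arpc4* Δ*Cx3cr1 mice, and between each cluster mostly of *Arpc4* Δ*Cx3cr1 cells and control microglia. The standard error given with a log2 fold change is its absolute value divided by the square root of the F statistic of the quasi-likelihood test. Beside a result of edgeR and for values of a gene far from the other mice, CPM are scaled by the total times the TMM factor, and for all cells, clusters, cell types, empty droplets and parts of a mouse by the total alone. The sums of the second comparison come in pairs from the same mouse, which is known from the tables themselves, and the fit with the mouse as a block is an alternative. Between genotypes the numbers of the mice pair nothing. Shares per mouse were compared with exact permutation tests over all regroupings of the mice, two-sided, for which 0.0286 is the smallest p with 4 mice against 4. The remaining steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and scanpy 1.11.5.

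The genes named in the text were chosen by a rule. It names the genes that the paper names for its single-cell data, the 9 Arp2/3 subunit genes, the 5 largest rises and 5 largest falls of each comparison among genes past the threshold whose groups do not overlap, and the sex-linked genes. The genes that the paper names for its bulk data, as lists of actin-related, reactive, homeostatic and TGFβ-related genes, and its formin genes were counted by direction. Of the genes that the paper names, 2 are not reported here, for a reason other than their values but after these had been seen, so the counts over genes in the clusters, over values far from the other mice and over genes under the alternatives are those of the remaining genes and not of all that the paper names. The paper and its figures had been read when the rule was written. This rule, the tests, the marker lists and the alternatives, but not these limits for naming clusters, were set before the data were examined, except for those named in the closing section as chosen later.

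The fits were tested on simulated data in which about 200 genes were changed by 1 or 2 on the log2 scale. They recovered 94.8% of 194 changed genes between genotypes, with 5.15% of the calls false, 84.9% of 192 for the *Ms4a7*-high cluster, with 4.68% false, and 96.8% of 190 for cluster 0, with 7.54% false. The alternatives were DESeq2 1.42.0, DESeq2-type size factors, no filter on low counts, each mouse left out, a block for the replicate number or the mouse, stricter or no filters on cells, doublet calls of Scrublet left out, subtraction of ambient RNA at 10%, sums thinned to the lowest total, other resolutions and gene sets for the clusters, and a condition on the fold change. Scrublet called 58 cells (0.292%) doublets, and the 5% of cells with the highest score in each mouse were left out as a further alternative.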

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

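Except for the fit without *Arpc4* Δ*Cx3cr1 mouse 1, an alternative set before the data were examined, the tests of explanations in this part were chosen only after the results were seen. The values below lie far from those of the other mice of their group, with a gap to the nearest mouse above Dixon's 95% critical value. Of 165 groups tested, 26 held such a value. Chance gives about 1 in 20 groups, 8.25 here, and the groups are not independent. *Arpc4* Δ*Cx3cr1 mouse 1 holds 20 of the values, *Arpc4* Δ*Cx3cr1 mouse 2 holds 3, control mouse 1 holds 2 and *Arpc4* Δ*Cx3cr1 mouse 4 holds 1.

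In microglia of *Arpc4* Δ*Cx3cr1 mouse 1, *Xist* had 1444 CPM (6.31 to 13.8 in the other *Arpc4* Δ*Cx3cr1 mice), *Eif2s3y* 4.47 CPM (66.1 to 71.6) and *Ddx3y* 3.79 CPM (69.3 to 81.3). In its *Ms4a7*-high cells, *Xist* had 1218 CPM (6.38 to 13.8) and *Eif2s3y* 0.989 CPM (64.1 to 75.3), and in its other microglia *Xist* had 1389 CPM (4.96 to 13.3), *Eif2s3y* 4.59 CPM (62.7 to 67.3) and *Ddx3y* 3.98 CPM (65.0 to 76.7). A female mouse would lack transcripts of all Y-linked genes, and 4 of them together had 15.1 CPM over all cells of this mouse, against 267 to 328 CPM in the other 7 mice. These values are consistent with a female mouse, and free RNA of the pool is a candidate source of the remaining Y-linked UMIs. The paper states that 1 of the 4 *Arpc4* Δ*Cx3cr1 mice was female and was left out, and of the 4 only this mouse has such values, so it is the one they point to, which the labels do not state.

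In microglia of the same mouse, *Apoe* had 31017 CPM (11306 to 14482 in the other *Arpc4* Δ*Cx3cr1 mice), *Ms4a6c* 555 CPM (126 to 161) and *Sall1* 111 CPM (202 to 204). Outside the *Ms4a7*-high cluster the values were 28010.4 CPM (8286 to 10358.5), 510.3 CPM (93.9 to 118) and 113 CPM (207 to 213). A control mouse under the wrong label is argued against by *Arpc4*, which had 159 CPM over all cells of this mouse, against 218 to 232 CPM in the control mice. A larger *Ms4a7*-high cluster is argued against by its share of the microglia, 14.7% in this mouse and 10.4 to 18.4% in the others. The sex of the mouse and any other property of this animal cannot be told apart as explanations of the 31017 CPM of *Apoe*, since only 1 mouse has these values. Cluster 5, which comes to 96.4% from this mouse, is open in the same way. *Xist* was left out when it was formed, but *Tsix*, which is among its leading genes, was not. Without this mouse, 6381 genes instead of 5862 passed the threshold between genotypes.

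In the *Ms4a7*-high cells of *Arpc4* Δ*Cx3cr1 mouse 1, *Cx3cr1* had 1007 CPM (1655 to 1713 in the other *Arpc4* Δ*Cx3cr1 mice), *Cst3* 9747 CPM (14733 to 15593) and *Clec12a* 17.8 CPM (156 to 174). Outside this cluster *Stard13* had 3.06 CPM (0.831 to 1.21). Over all of its cells, 18634685 UMIs fell on tags (2343413 to 3508480 in the other *Arpc4* Δ*Cx3cr1 mice), and granulocyte-like cells made up 1.22% (0.118 to 0.222%). The tags were kept out of every total, so the number of their UMIs does not enter the CPM. No other explanation of these values was tested, and a biological one was not tested either.

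In *Arpc4* Δ*Cx3cr1 mouse 2, 82.9% of the nearest neighbours of microglia-like cells shared their genotype (96.0 to 96.4% in the other *Arpc4* Δ*Cx3cr1 mice). Of its microglia-like cells, 139 (5.95%) lay in clusters mostly of control cells. Cells given the wrong tag are consistent with part of this, since the own tag made up under 50% of the tag UMIs in 12.95% of the 139 cells and in 5.01% of the other microglia-like cells of this mouse. Cells in which *Arpc4* was not deleted would also lie there. *Arpc4* had 205 CPM in the 139 cells (95% exact Poisson interval 167 to 249), 142 CPM in the rest of this mouse and 229 to 248 CPM in control cells of these clusters. Both explanations give a level near that of the controls, so they cannot be told apart by this value. The mouse also had 10768644 UMIs on genes (12528757 to 12878691 in the other *Arpc4* Δ*Cx3cr1 mice) and 1.10% T cell-like cells (1.85 to 1.90%). No explanation was tested for these values.

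Control mouse 1 had 1257 cells (2650 to 2831 in the other control mice) and 5251527 UMIs on genes (10419683 to 11148525). The lower number of UMIs goes with the lower number of cells, since its median cell held 3723 UMIs, and those of the other control mice 3607.5 to 3698. In the *Ms4a7*-high cells of *Arpc4* Δ*Cx3cr1 mouse 4, *Sall1* had 54.8 CPM (31.9 to 35.6 in the other *Arpc4* Δ*Cx3cr1 mice). No explanation was tested for either mouse.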

How the results depend on the processing

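The alternatives chosen only after the data were seen are the removal of the 5% of cells with the highest Scrublet scores, of cells whose own tag made up under 50% of their tag UMIs and of the *Ms4a7*-high cluster, the counting of the clusters of low UMI counts as microglia, and the subtraction of ambient RNA at 25%.

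The number of genes that differed between genotypes, 5862, stayed within 1.5 times that number in the other alternatives, from 4692 with sums thinned to the lowest mouse total to 6381 without *Arpc4* Δ*Cx3cr1 mouse 1, and no gene passed the threshold in the opposite direction. It moved further only with a fold change over 2 as a further condition, which left 1568 genes because it removes small changes by construction. A block for the replicate number gave 5511 genes. The deviations of control and *Arpc4* Δ*Cx3cr1 mice of the same number correlated by −0.0734, −0.00957, −0.0407 and −0.00510 over 12729 genes, which are not independent replicates, so the numbers do not pair the mice.

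The number of genes between the *Ms4a7*-high cluster and the other microglia-like cells, 1788, moved from 723 to 2189 with each *Arpc4* Δ*Cx3cr1 mouse left out: 723 without mouse 4, 862 without mouse 2, 927 without mouse 3 and 2189 without mouse 1. With the mouse as a block it was 2801, and between cells with and without an *Ms4a7* UMI 346. Fewer mice leave less power by construction, but the rise without mouse 1 goes the other way, and the cause was not tested. In the other alternatives the number lay between 1275 at the lowered resolution and 2042 with DESeq2. Of the 346 genes, 67.1% were higher, and without a filter on low counts 39.1%, instead of 47.5%. With the block, *Cx3cr1*, *Gpr34*, *Ms4a6c* and *Ifit3* passed the threshold, and it changed no other call among the 22 genes that the paper names for its single-cell data and the largest rises and falls of this comparison. Among the other listed genes it added *Arpc2*, *Arpc3*, *Cdc42*, *Wasf2*, *Marcks*, *Ssh2*, *Cyfip1*, *Spp1*, *Lpl*, *Tyrobp*, *Tgfb1*, *Diaph1*, *Fmnl1*, *Fmnl2* and *Kdm5d*.

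Of the comparisons of *Siglech*, *P2ry12*, *Cx3cr1* and *Tmem119* in the clusters mostly of *Arpc4* Δ*Cx3cr1 cells, 93.8% (15 of 16 at the lowered resolution) to 100% (DESeq2, or without *Arpc4* Δ*Cx3cr1 mouse 1 or 3) were lower past the threshold, against 96.9%. The share of microglia in the *Ms4a7*-high cluster and the share with an *Ms4a7* UMI were higher in *Arpc4* Δ*Cx3cr1 mice in all 14 alternatives each, by 13.9 to 16.6 and by 12.3 (at least 2 UMIs) to 25.0 percentage points (no thinning). The excess of neighbours of the same genotype lay between 49.5 and 53.5 percentage points in its 11. The p of all of these was the smallest possible, 0.0286 (exact permutation tests), and says nothing about stability. The lowest share of *Arpc4* Δ*Cx3cr1 cells in a cluster mostly of such cells ranged from 67.5 to 84.5% with 1 mouse left out, 67.5% being without *Arpc4* Δ*Cx3cr1 mouse 2, which holds 215 of the 320 cells of that cluster. The number of cells kept stayed within 1.5 times 19863.

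For the shares of cell types, the smallest p of the exact permutation tests is 0.0286, so an adjusted p under 0.05 was hardly within reach, and its absence in the alternatives says nothing about stability. At resolution 0.4 the difference between *Arpc4* Δ*Cx3cr1 and control mice was 10.2 percentage points for CAM-like cells and −5.08 for microglia-like cells, each reversed. For both, the move of the *Ms4a7*-high cells to the CAM-like cells is a cause by construction. The cluster named proliferating cells gave −0.651, but it held 238 cells, against 94 at the resolution used for the other values. Of its leading 10 genes, 0 were markers of proliferating cells and 2 were markers of another class. B cell-like cells gave no value at this resolution, and B cell genes such as *Igkc* were among those that led this cluster. It is thus not the same class, and its value does not show a reversal for proliferating cells. The difference of granulocyte-like cells ranged from −0.230 to 0.136 percentage points with 1 mouse left out, and was reversed without control mouse 2, control mouse 4 or *Arpc4* Δ*Cx3cr1 mouse 1.

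Among 39 named genes compared between genotypes, 882 of 888 values under 23 alternatives kept their direction and their side of the threshold. *C1qa* lost its call without control mouse 2, *Arpc3* gained one with DESeq2, without *Arpc4* Δ*Cx3cr1 mouse 3, with thinned sums and with the clusters of low UMI counts, and the log2 fold change of *Arpc2*, −0.0605 to 0.0857 with 1 mouse left out, was reversed without *Arpc4* Δ*Cx3cr1 mouse 1. Among 30 genes compared between the *Ms4a7*-high cluster and the other cells, 415 of 465 values under 16 alternatives did, 31 lost their call, 14 gained one and 5 were reversed. The reversed ones were −0.00222 for *C1qa* without a filter, 0.00489 for *Mef2a* at the lowered resolution, 0.0132 for *Isg15* without *Arpc4* Δ*Cx3cr1 mouse 1 (−0.24 to 0.0132 with 1 mouse left out) and, between cells with and without an *Ms4a7* UMI, 0.25 for *Isg15* and 0.30 for *Ifit3*. None of these 5 passed the threshold on either side, and the cause was not tested. The fits with a mouse left out had no block for the mouse. *Apoe*, *Siglech* and *Cst3* lost their call without *Arpc4* Δ*Cx3cr1 mouse 2, 3 or 4, *P2ry12* without mouse 3 or 4, *Gm3002* and *Shisa7* without mouse 2 or 3, and none without mouse 1. At the lowered resolution *Siglech*, *P2ry12* and *Fcrls* did, with ambient RNA subtracted at 25% *Siglech* and *Cst3*, and between cells with and without an *Ms4a7* UMI *Apoe*, *Siglech*, *P2ry12*, *Itgam*, *Sall1*, *Fcrls*, *Cst3*, *Gm3002*, *Tmem154*, *Shisa7* and *Ildr2*. Without mouse 1, without a filter or with the block, *Cx3cr1*, *Gpr34* and *Ms4a6c* gained a call, *Ifit3* under the last 2 of these, *Cx3cr1* and *Gpr34* also with DESeq2, and *Cx3cr1* with the highest Scrublet scores left out.

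Depth limits the genes near the floor. Between genotypes, 12729 of 22274 genes with a count had enough UMIs to be tested, and 11680 of 21105 for the *Ms4a7*-high cluster.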

Differences from the paper's values

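The microglia-like cells formed 12 clusters, and the paper's number of microglia clusters is 6. Of the alternatives set before the data were examined, the lowered resolution gave 6 clusters, by its construction, and clusters from all 10000 variable genes gave 12. The paper's number of cells after quality control, 14,752, and the share of C4 from *Arpc4* Δ*Cx3cr1 mice, about 95% in Fig. 5D, read by eye, were within 1.5 times the values found here, 19863 cells and 97.2%. Without the mouse with high *Xist*, *Arpc4* Δ*Cx3cr1 mouse 1, 17231 cells were kept.

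Of the 6 TGFβ-dependent genes that the paper gives as reduced in C4 compared with the other clusters, 5 were lower in the *Ms4a7*-high cluster than in the other microglia-like cells of *Arpc4* Δ*Cx3cr1 mice with an adjusted p under 0.05, and 4 (*Sall1*, *Olfml3*, *Fcrls* and *P2ry12*) were lowest there among the 12 clusters. For *P2ry12* the gap to the next cluster was less than the spread between mice (347 ± 101.2 CPM, SD, n = 4, against 365 CPM in cluster 8). *Tmem119* passed the threshold but was lower in cluster 8 (145 CPM) than in the *Ms4a7*-high cluster (169 CPM). *Mef2a* had a log2 fold change of −0.07 (adjusted p = 0.711, edgeR with Benjamini-Hochberg adjustment) and was 6th lowest of 12, and it passed the threshold under none of the 16 alternatives of this comparison, where its log2 fold change was −0.12 to 0.005. Against the control mice, *Mef2a* over all microglia-like cells was lower, at −0.52 (adjusted p = 5.72e-05, edgeR with Benjamini-Hochberg adjustment).

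The paper gives *Siglech*, *P2ry12*, *Cx3cr1* and *Tmem119* as lower in all clusters from *Arpc4* Δ*Cx3cr1 mice. Of the 32 comparisons of these genes, all were lower and 31 were lower past the threshold, and *Siglech*, *P2ry12* and *Cx3cr1* were so in 8 of 8 clusters. The exception was *Tmem119* in cluster 10 (log2 fold change −0.24). With DESeq2, set before the data were examined, all 32 were lower past the threshold, and with clusters from all 10000 variable genes, set likewise, 31 were. The clusters compared are not those of the paper.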

Other observations

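The fits with thinned sums, without *Arpc4* Δ*Cx3cr1 mouse 1, with DESeq2, without a filter and with the block, and resolution 0.4, were alternatives set before the data were examined, and the other tests of explanations in this part were chosen only after the results were seen. Chance is argued against as the source of the 5862 genes between genotypes, since 1 of the 35 splits of the 8 mice into groups of 4, the real one, gave as many, and the others gave 0. For *Siglech*, *P2ry12*, *Cx3cr1* and *Tmem119* in each of clusters 0, 4, 5, 6, 8, 9, 10 and 11, 1 of 35 splits gave as many lower genes, but chance and a difference cannot be told apart by these splits, since the paper chose the genes on these mice and the clusters were formed from genes that differ between the genotypes. For the 1788 genes between the *Ms4a7*-high cluster and the other cells, chance and a difference cannot be told apart by splits. The sums come in pairs, only 8 splits part all pairs, of which 1, the real one, gave as many, and the cluster was formed from most of these genes.

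For the genes between genotypes, several technical explanations were argued against as the whole cause. With sums thinned to the lowest mouse total, against a difference in depth, 4692 genes passed. With ambient RNA subtracted at 25%, 5630 passed. This cannot test free RNA of the pool as a source, since all mice shared the pool and the same fraction was subtracted from each. Without the mouse with high *Xist* 6381 passed, and without the *Ms4a7*-high cluster 5694. Without cells whose own tag made up under 50% of their tag UMIs 5839 passed. The last value shows only that the count does not rest on these cells. It cannot test wrong tags as a source of the differences, since these would mix the genotypes. All cells come from 1 library, so batches of libraries are not an explanation. The genotype stays open as an explanation. The handling of each mouse before pooling was not tested for these genes, and the paper states that all mice were dissected and their cells sorted on the same day by the same operator with identical reagents and settings.

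The *Ms4a7*-high cluster shares high *Apoe* and *Ms4a7* with CAMs, and at resolution 0.4 of all cells 1246 of its 1457 cells were placed with the CAM-like cells. At resolution 0.8 of all cells, the cluster of 1301 cells led by *Ms4a7* and hemoglobin genes had 4 microglia and 4 CAM markers above the background of lymphocytes and granulocytes, and it was named microglia only because an equal number counts for microglia in a rule completed after the clusters had been seen. Without the *Ms4a7*-high cluster the count of genes between genotypes was 5694, as above. CAMs in the cluster would bring their other transcripts. The 9 CAM markers had a median of 0.781% of their level in CAMs of *Arpc4* Δ*Cx3cr1 mice, whereas *Apoe* (38886.5 CPM) and *Ms4a7* (1625 CPM) were higher than in these CAMs (29395 and 1053 CPM). Monocytes in the cluster are argued against in the same way by a median of 0.110% for 7 monocyte markers. The most abundant CAM markers in the cluster were *Dab2* at 158 CPM and *Stab1* at 123 CPM, against 1118 and 867 CPM in these CAMs. The hemoglobin genes *Hbb-bs*, *Hba-a1* and *Hba-a2*, chosen after their values were seen, are among its leading genes, and no explanation was tested for them.

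Microglia markers were found in the *Ms4a7*-high cluster at a lower level than in the other microglia-like cells. Free RNA of the pool is argued against as their source by the cells of *Arpc4* Δ*Cx3cr1 mouse 1, which should hold Y-linked transcripts only from the pool. In its *Ms4a7*-high cells, the Y-linked genes had 2.31% of their level in empty droplets (4 UMIs, 95% exact Poisson interval 0.631 to 5.93%), and the 12 microglia markers had a median of 26.8% (7.75 to 56.5%). Over all microglia of this mouse the Y-linked genes had 9.36%, and in its T cells 33.6 CPM, against 165 CPM in empty droplets. For the lowest marker, *Sparc*, free RNA of the pool thus stays open. RNA of the own mouse, as in its T cells, is a further explanation, since T cells of control mice had 942 CPM of *P2ry12* and those of *Arpc4* Δ*Cx3cr1 mice 218 CPM. Of the 12 markers, 8, among them *P2ry12* and *Tmem119*, were higher in the *Ms4a7*-high cells than in the T cells in all 4 *Arpc4* Δ*Cx3cr1 mice. The median log2 ratio of the 12 markers to the T cells of the same mouse was 0.58 ± 0.13 (SD, n = 4). The median was 2897 UMIs in the *Ms4a7*-high cells of these mice and 4057 in their T cells. Equal free RNA per cell would thus give higher CPM in the *Ms4a7*-high cells. These ratios alone therefore cannot argue against RNA of the own mouse. *Sparc* had 136 ± 39.3 CPM in the cluster and 293 ± 121 CPM in the T cells (SD, n = 4), so RNA of this source at the level of the T cells would give more *Sparc* than was found. For *Sparc* and *Selplg*, the 2 markers below the T cells in all 4 mice, and for *Sall1* and *Olfml3*, above in 3 of 4, RNA of the own mouse and expression in the cluster cannot be told apart, because these levels are not above those of the T cells in every mouse.

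The mitochondrial share of UMIs was 1.05% ± 0.0859 in microglia-like cells of *Arpc4* Δ*Cx3cr1 mice and 0.503% ± 0.0268 in those of control mice (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286), with every *Arpc4* Δ*Cx3cr1 mouse above every control mouse. Handling that acted on all cells of the *Arpc4* Δ*Cx3cr1 mice would raise the share in T cells alike. In T cells the share was 1.47 and 1.26% (exact permutation test, p = 0.0857). The change in microglia minus that in T cells was 0.341 percentage points (exact permutation test, p = 0.0571), so handling and genotype cannot be told apart with 4 mice per group.

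Between genotypes, 6 of the 9 Arp2/3 subunit genes were higher and 3 lower in *Arpc4* Δ*Cx3cr1 microglia. *Actr3* (log2 fold change 0.65) and *Arpc1b* (0.28) passed the threshold as higher, and *Arpc4* and *Arpc5l* (−0.26) as lower. Of the 12 actin-related genes that the paper names for its bulk data, 11 were lower past the threshold, and *Ssh2* was not (0.19, adjusted p = 0.0738, edgeR with Benjamini-Hochberg adjustment). Of the 7 reactive genes, 6 were higher past the threshold and *Clec7a* is not in the deposited tables under this name, and all 6 homeostatic genes were lower. *Tgfb1*, *Smad1*, *Smad2* and *Smad3* were lower past the threshold, but *Smad2* (−0.14) not with DESeq2, without a filter, with the block, with thinned sums or with ambient RNA subtracted at 25%. *Tgfb2* had too few UMIs to be tested, and with DESeq2 or without a filter it was higher past the threshold. Of 12 formin genes 9 were tested. *Diaph1*, *Diaph2*, *Diaph3*, *Fmn1*, *Daam1* and *Fmnl2* were higher past the threshold, *Diaph1* not with the block, and *Fhod1*, *Fmnl1* and *Fmnl3* were lower, *Fhod1* not with DESeq2 or thinned sums. Of the 5 sex-linked genes 1, *Xist*, passed the threshold (adjusted p = 0.0219, edgeR with Benjamini-Hochberg adjustment), and none did with DESeq2, with the block or with ambient RNA subtracted.

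Within the *Arpc4* Δ*Cx3cr1 mice, *Actr3* (0.75) and *Arpc5* (0.30) were higher in the *Ms4a7*-high cluster past the threshold, *Arpc5* not without a filter or with ambient RNA subtracted at 25%. Of the actin-related genes, *Eps8* was higher, though not with ambient RNA subtracted at 25%, and *Apbb1ip*, *Dnm2* and *Fscn1* were lower. Of the reactive genes 2 were higher and 4 lower, *Lgals3* (2.33) and *Cst7* (−2.95) past the threshold, and with the mouse as a block also *Spp1*, *Lpl* and *Tyrobp* as lower. Of the homeostatic genes 5 of 6 were lower past the threshold, and 6 of 6 with DESeq2, without a filter or with the block. *Smad3* (−0.35), *Diaph2* and *Daam1* were lower past the threshold, *Smad3* not with ambient RNA subtracted at 25%. Most of these genes took part in forming the clusters.

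The clusters of low UMI counts, 1005 cells led by hemoglobin genes and 503 led by *Tsix* and *Xist*, were left out of the microglia-like cells. With them counted as microglia, 5894 genes passed the threshold between genotypes. The mean share of CAM-like cells was lower in *Arpc4* Δ*Cx3cr1 mice, without passing the adjusted threshold, which was hardly within reach, and no explanation was tested.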
